# Selenium toxicity but not deficient or super-nutritional selenium status vastly alters the transcriptome in rodents

**DOI:** 10.1186/1471-2164-12-26

**Published:** 2011-01-12

**Authors:** Anna M Raines, Roger A Sunde

## Abstract

**Background:**

Protein and mRNA levels for several selenoproteins, such as glutathione peroxidase-1 (Gpx1), are down-regulated dramatically by selenium (Se) deficiency. These levels in rats increase sigmoidally with increasing dietary Se and reach defined plateaus at the Se requirement, making them sensitive biomarkers for Se deficiency. These levels, however, do not further increase with super-nutritional or toxic Se status, making them ineffective for detection of high Se status. Biomarkers for high Se status are needed as super-nutritional Se intakes are associated with beneficial as well as adverse health outcomes. To characterize Se regulation of the transcriptome, we conducted 3 microarray experiments in weanling mice and rats fed Se-deficient diets supplemented with up to 5 μg Se/g diet.

**Results:**

There was no effect of Se status on growth of mice fed 0 to 0.2 μg Se/g diet or rats fed 0 to 2 μg Se/g diet, but rats fed 5 μg Se/g diet showed a 23% decrease in growth and elevated plasma alanine aminotransferase activity, indicating Se toxicity. Rats fed 5 μg Se/g diet had significantly altered expression of 1193 liver transcripts, whereas mice or rats fed ≤ 2 μg Se/g diet had < 10 transcripts significantly altered relative to Se-adequate animals within an experiment. Functional analysis of genes altered by Se toxicity showed enrichment in cell movement/morphogenesis, extracellular matrix, and development/angiogenesis processes. Genes up-regulated by Se deficiency were targets of the stress response transcription factor, Nrf2. Multiple regression analysis of transcripts significantly altered by 2 μg Se/g and Se-deficient diets identified an 11-transcript biomarker panel that accounted for 99% of the variation in liver Se concentration over the full range from 0 to 5 μg Se/g diet.

**Conclusion:**

This study shows that Se toxicity (5 μg Se/g diet) in rats vastly alters the liver transcriptome whereas Se-deficiency or high but non-toxic Se intake elicits relatively few changes. This is the first evidence that a vastly expanded number of transcriptional changes itself can be a biomarker of Se toxicity, and that identified transcripts can be used to develop molecular biomarker panels that accurately predict super-nutritional and toxic Se status.

## Background

The selenoenzyme glutathione peroxidase-1 (Gpx1) is highly regulated by dietary Se, decreasing in Se deficiency to < 1% of Se adequate levels in Se-deficient liver [1]. This sensitive regulation has made Gpx1 activity a useful biomarker for determining the dietary requirement for Se, which in rodents is 0.1 μg Se/g diet (1X requirement) when based on this marker [2]. In addition to Gpx1 activity, Gpx1 mRNA is also dramatically down-regulated in Se deficiency [3], and Gpx1 mRNA can also be used to determine Se requirements [4-7]. Recently, our study on Se-regulation of the full selenoproteome in rats showed that several additional selenoprotein mRNAs are highly regulated by Se status and can also be used as biomarkers of Se deficiency [8]. The resulting Se requirements based on selenoprotein mRNAs (0.03 to 0.07 μg Se/g diet) are slightly lower than requirements based on selenoenzyme activity (0.06 to 0.13 μg Se/g diet), but importantly, none of these mRNAs are further increased in rats fed super-nutritional levels of dietary Se up to 8-times the requirement. These studies demonstrated that selenoprotein mRNAs are useful molecular biomarkers for Se deficiency, but are not effective in assessing high Se status.

Conventional biomarkers of high Se status, such as tissue Se concentration and changes in fingernail morphology, are lacking in specificity and sensitivity [9]. Molecular biomarkers are potentially better predictors of physiological effects associated with high Se intakes [10], but so far studies on the transcriptional effects of super-nutritional Se have not identified well-regulated molecular biomarkers of high Se status. In rodents several microarray studies have found 14 to 242 genes altered by a Se intake of 1.0 μg Se/g as compared to Se-deficient diets, but the only consistently regulated genes in these studies were the selenoproteins [11-13], suggesting that the Se-specific effects detected were primarily caused by Se deficiency and not high Se. Studies on the transcriptional effects of Se in various cancer cell lines and cancerous tissue have also produced variable results, with little similarity between studies [14-18]. The lack of genes consistently regulated by high Se in these microarray studies suggests that the genes so far identified may not be useful as Se-specific molecular biomarkers.

The current recommended dietary allowance (RDA) for adult humans is 55 μg/day (1X requirement), and the tolerable upper intake level (UL) for Se in humans has been set at 400 μg/day, which is about 8-times the requirement [9]. High Se intake has long been associated with prevention of cancer [19], but clinical trials of Se supplementation for cancer prevention in humans have produced inconsistent results. The Nutritional Prevention of Cancer Trial (NPCT) found that supplementation with 200 μg/day of high Se yeast (4X requirement) significantly decreased risk for prostate, lung, and colorectal cancer in patients with previous skin cancers, although no effect on recurrence of skin cancer was observed [20]. More recently, the Selenium and Vitamin E Cancer Prevention Trial (SELECT), which enrolled >35,000 men, found no effect of Se supplementation on prostate or any other cancer [21]. Follow-up studies on the NPCT subjects, however, found that Se supplementation increased the risk of squamous cell carcinoma [22], total cancer incidence [23], and diabetes [24] in subjects with higher initial plasma Se levels. Furthermore, a significant negative relationship between plasma Se level and diabetes risk was observed in National health and nutrition examination survey (NHANES) 2003-2004 subjects [25], and SELECT found a trend for increased type II diabetes risk in the Se supplemented group [21]. These reports of advantages and adverse effects associated with super-nutritional Se highlight the need to better understand the transcriptional effects of high Se intakes.

To characterize Se regulation of the transcriptome, we conducted 3 microarray studies in rodents fed diets supplemented with graded levels of Se from Se-deficient to 5 μg Se/g diet, or 50-times the requirement. Our objectives were to determine the transcriptional response to Se deficiency, super-nutritional, and toxic Se intakes in our well-characterized rodent model to identify candidates for genes regulated by high Se status, to provide insight into the molecular mechanisms underlying how animals homeostatically adapt to high Se status, and to determine whether identified Se-regulated genes could be used as molecular biomarkers of high Se status.

## Results

### Animal Growth

In all experiments, initial body weights of treatment groups were not significantly different. In the mouse study and in rat study 1 there were no significant differences in growth due to dietary Se level [8,26], consistent with previous studies [4,5]. In rat study 2, however, rats fed 5 μg Se/g diet had significantly lower body weight as compared to all other diet groups (P < 0.05) starting at day 10 and continuing for the remainder of the study (Figure 1). In rat study 2, the initial body weight averaged 53 g, and the final average weight of rats fed 5 μg Se/g diet was 193 ± 8 g vs. an average of 251 ± 5 g (P < 0.0006) for all other diet groups.

**Figure 1:**
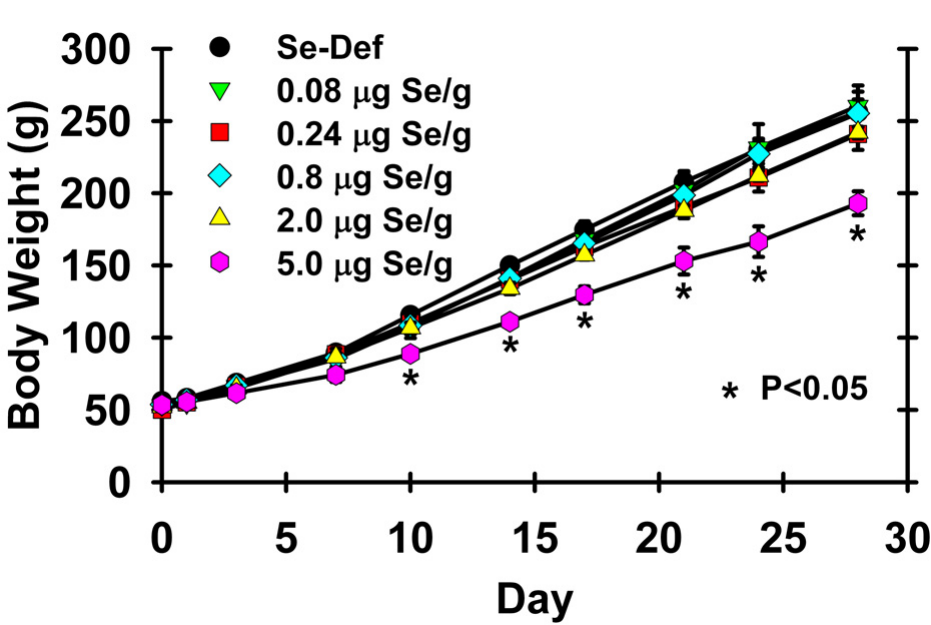
**Effect of dietary Se on rat body weight**. Male weanling rats were supplemented with 0 to 5 μg Se/g diet for 28 d and weighed bi-weekly. Values are means ± SEM, n = 4/diet. At each timepoint, values marked with an asterisk are significantly different from all other weights (P < 0.05).

### Se Status of Animals using Conventional Biomarkers

Se concentration in liver, Gpx1 activity in liver and red blood cells (RBCs), and Gpx3 activity in plasma were measured for each study to determine the Se status of the animals. The regulation of selenoenzyme activities in the mouse study and rat study 1 are described in detail in previous reports using these animals [8,26]. Briefly, Se concentration and Gpx1 activity in mouse liver and Gpx1 activity in RBC dropped in Se deficiency to 4, 3.5, and 37%, respectively, of Se-adequate (0.2 μg Se/g) levels, respectively. Plasma Gpx3 activity in Se-deficient mice dropped to 13% of Se-adequate levels. Liver Se and Gpx activities in mice fed the Se-marginal diet (0.05 μg Se/g diet) were intermediate between Se-deficient and Se-adequate mice. In rat study 1, liver and RBC Gpx1 activities in Se deficiency were 2 and 24%, respectively, of Se-adequate levels (0.24 μg Se/g), and increased to plateau levels by 0.09 and 0.08 μg Se/g diet, respectively. In Se-deficient rats, plasma Gpx3 activity was 2% of adequate levels and reached the plateau by 0.06 μg Se/g diet.

Liver Se concentration in Se-deficient rats in both rat study 1 and 2 decreased to 3% of Se-adequate levels (0.24 μg Se/g) (not shown and Figure 2A), similar to the mouse study. In rat study 1, liver Se increased to a plateau at 0.08 μg Se/g diet, remained at this level until 0.24 μg Se/g diet, and then increased gradually to 180% of Se adequate levels in rats fed 0.8 μg Se/g diet [8]. In rat study 2, liver Se followed exactly the same pattern as in rat study 1 (Figure 2A) and then increased to 338% and 439% of Se-adequate levels in rats fed 2 and 5 μg Se/g, respectively.

**Figure 2:**
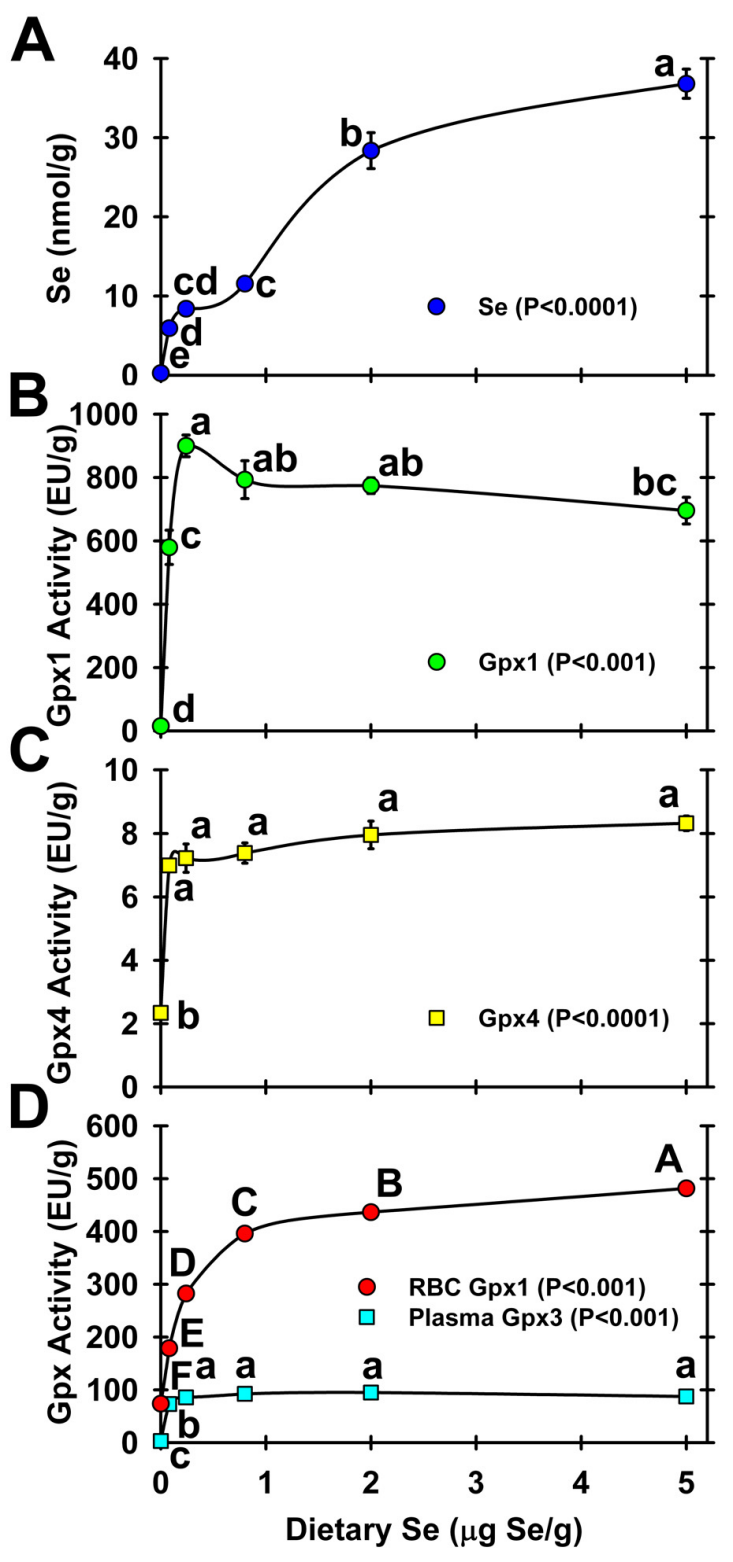
**Effect of Se status on liver Se and Gpx activities in rats**. Liver Se (A), Liver Gpx1 (B), Gpx4 (C), and RBC Gpx1 and plasma Gpx3 (D) activities in male weanling rats fed diets supplemented with 0 to 5 μg Se/g diet for 28 d. Values are means ± SEM, n = 4/diet. The level of significance by ANOVA is indicated in each panel; values with a common letter are not significantly different (P ≥ 0.05).

In rat study 2, liver Gpx1 activity in Se-deficient rats dropped to 2% of Se-adequate (0.24 μg Se/g) levels (Figure 2B) and liver Gpx1 activities were clearly on the plateau in rats fed >0.08 μg Se/g diet. A decrease in liver Gpx1 activity to 77% of Se-adequate levels was observed in rats fed 5 μg Se/g diet, similar to previous results [1]. This decrease may be attributed to an overall lowering of enzyme activity due to liver damage (see below). Liver Gpx4 activity in Se-deficient rats only decreased to 30% of Se-adequate levels and reached plateau levels by 0.08 μg Se/g diet (Figure 2C), as reported previously [5]. While RBC Gpx1 activity in Se-deficient rats from study 2 decreased to 26% of Se-adequate levels, RBC Gpx1 activity continued to increase with increasing levels of Se supplementation (Figure 2D) unlike the other tissues examined. This is consistent with previous reports [1,4,5], and is likely attributed to the long half life of RBCs and the relatively rapid development of the young rapidly growing rats, as RBC Gpx1 activity reaches a defined plateau in older rats [7,27]. Plasma Gpx3 activity in Se-deficient rats in rat study 2 was 3.5% of adequate, with a clear plateau above 0.08 μg Se/g diet (Figure 2C), similar to rat study 1.

### ALT and AST Activity Analyses

The reduced growth in rats fed 5 μg Se/g diet was the first indication in this study of an adverse effect of this level of dietary Se. Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities in plasma were measured as markers of liver damage as these had previously been shown to increase at high Se intakes [28]. ALT activity was significantly increased in 5 μg Se/g diet rats as compared to all other diet groups, and was approximately twice that of Se-adequate (0.24 μg Se/g) rats (Figure 3). AST activity also showed a significant near 2-fold increase in 5 μg Se/g rats as compared to Se-adequate rats (Figure 3), but in contrast to ALT, AST activity was significantly higher in the 2 μg Se/g and Se-deficient rats as compared to Se-adequate rats, resulting in a U-shaped curve. Increased AST activity in Se-deficient plasma has been observed in other studies in our lab (unpublished results).

**Figure 3:**
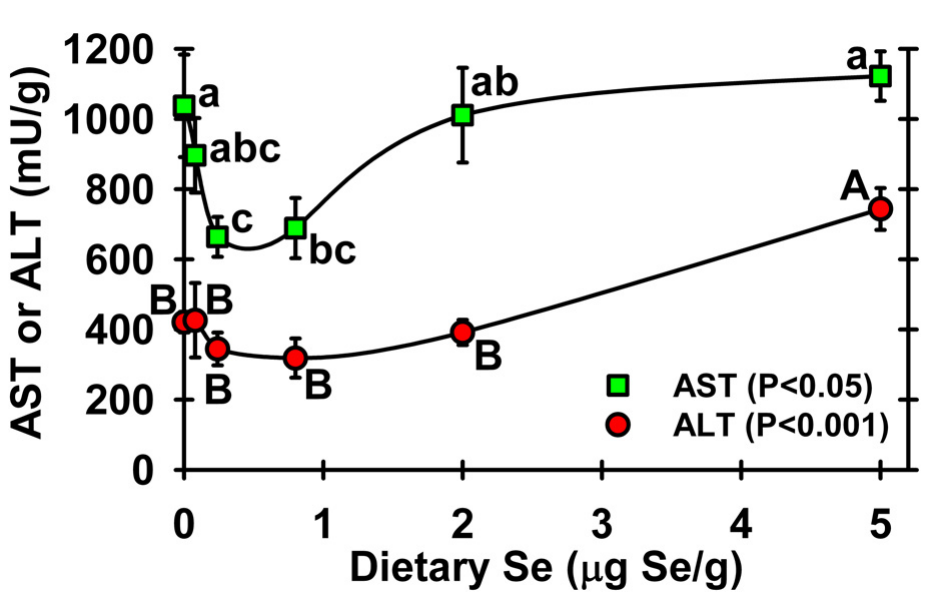
**Effect of dietary Se on markers of liver damage**. ALT and AST activities in male weanling rats fed diets supplemented with 0 to 5 μg Se/g diet for 28 d. Activities are expressed as mU/g protein. Values are means ± SEM, n = 4/diet. The level of significance by ANOVA is indicated; values with a common letter are not significantly different (P ≥ 0.05).

### Dietary Se regulation of the transcriptome

To determine the effect of Se status on general transcription, whole genome microarrays (Mouse Genome 430 2.0 and Rat Genome 230 2.0 arrays, Affymetrix, Santa Clara, CA) were used to compare gene expression in the liver or kidney of rodents fed Se-deficient and high Se diets vs. Se-adequate diets. 

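The mouse study compared liver and kidney of male mice fed the torula-yeast basal diet (Se-deficient) or the same diet with 0.05 or 0.2 μg Se/g for 35 d. RNA from 3 mice per diet and tissue was hybridized to 1 array per RNA sample, which gave 18 arrays. The paper fed 3 mice per diet, so liver and kidney arrays could come from the same mice. The values used here are the log2 expression values made by the authors. According to the submitters' processing notes they were made with GCRMA, while the paper's methods name RMA, run separately for each tissue. Array medians were 6.17 to 6.28 in liver and 6.24 to 6.29 in kidney. Single values ran from 2.19 to 14.99 in liver and from 2.68 to 14.84 in kidney. Across probe sets, arrays of the same tissue and diet correlated with r from 0.993 to 0.997 in liver and from 0.992 to 0.997 in kidney.

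Of 45037 probe sets, 34945 carry 1 gene symbol, 932 carry several and 9160 carry none, and 64 array controls were left out. All 45037 were tested in limma without a filter on low signal, with the 9 arrays of a tissue in one fit and each diet compared with 0.2 μg Se/g. A probe set was called changed at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets). Where a gene has several probe sets, the one with the highest mean stands for it, and probe sets that disagree are given beside it. Errors are standard errors (SE) of the log2 change from limma, or standard deviations (SD) of a group of 3. Which arrays share the estimate of the spread, the normalization and the weight of each array could change the counts. The number of arrays limits the precision, and 3 against 3 cannot reach an exact p below 0.10.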

To obtain a global picture of the effect of dietary Se on transcription, robust multichip averaging (RMA) expression for each Se treatment group (average values, n = 3/group) was plotted against expression from the Se-adequate group (0.2 μg Se/g, mouse study; 0.24 μg Se/g, rat studies). 

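Cbr3 and Abcc4 lay above the 2-fold line and Selenow, Selenoh and Gpx1 lay below it when Se-deficient mouse liver was set against liver at 0.2 μg Se/g. In total, 18 probe sets of 45037 lay beyond the 2-fold lines in Se-deficient liver, 11 above and 7 below. Of these, 7 were also called changed. At 0.05 μg Se/g the count in liver was 13, of which 0 were called. In kidney it was 11 in Se deficiency, of which 3 were called, and 8 at 0.05 μg Se/g, of which 0 were called. Leaving out 1 array of the 2 diets compared gave 23 to 40 probe sets in Se-deficient liver, 9 to 31 in liver at 0.05 μg Se/g, 16 to 32 in Se-deficient kidney and 5 to 44 in kidney at 0.05 μg Se/g. The SD of the log2 differences over all probe sets was 0.128 in Se-deficient liver, 0.104 in liver at 0.05 μg Se/g, 0.128 in Se-deficient kidney and 0.112 in kidney at 0.05 μg Se/g. A single array at 0.2 μg Se/g set against the mean of the other 2 arrays of its group had 27 to 78 probe sets beyond these lines in liver and 73 to 137 in kidney.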

In the mouse study, this analysis showed a relatively tight clustering of expression along the 1:1 line for both 0 and 0.05 μg Se/g (data not shown). Similarly, analysis of 0.08 and 0.8 μg Se/g datasets from rat study 1 (Figure 4B, C) and of 0 and 2 μg Se/g datasets from rat study 2 showed tight 1:1 expression (Figure 4A, D). In contrast, there was an obvious expanded scattering of expression outside the 2-fold change lines in the 5 vs. 0.24 μg Se/g diet analysis (Figure 4E), clearly showing the unique transcriptional effects elicited by toxic Se intake. 

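In rat liver, 61 of 31042 probe sets lay beyond the 2-fold lines in Se deficiency (33 above, 28 below) and 59 at 2 μg Se/g (33 above, 26 below). In rat study 1, set against the 0.24 μg Se/g group of rat study 2, the counts were 90 at 0.08 μg Se/g and 115 at 0.8 μg Se/g. Each group is the mean of 3 rats with 1 liver array each. Gpx1 was the 1 probe set beyond the lines in Se deficiency that limma also called, and Rgs4 was the 1 such probe set at 2 μg Se/g. At 2 μg Se/g the SD of the log2 differences was 0.266, against 0.175 in Se deficiency, 0.223 at 0.08 and 0.238 at 0.8 μg Se/g. Leaving out 1 array of the 2 diets compared gave 66 to 84 probe sets in Se deficiency and 47 to 461 at 2 μg Se/g.

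The 3 rats at 2 μg Se/g differed from each other. Set against the mean of the 0.24 μg Se/g group, the array of replicate 1 had 1964 probe sets beyond the 2-fold lines and those of replicates 2 and 3 had 136 and 147. The 3 Se-deficient rats had 161, 174 and 110. A single array at 0.24 μg Se/g set against the mean of the other 2 arrays of its group had 130 to 339. The Se-deficient rats and replicates 2 and 3 at 2 μg Se/g were not above that range. The range rests on means of 2 arrays, which scatter more than means of 3. It therefore cannot show that these rats differ no more than the controls do. A plot of group means does not show the spread among single rats. Without replicates 1 and 2, an alternative chosen after the values were seen, 147 probe sets lay beyond the lines.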

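Akr1b8, an aldo-keto reductase, lay farthest above the 2-fold lines among the genes named here at 5 μg Se/g, and Obp3, a lipocalin, lay farthest below. In all, 531 probe sets or 1.71% lay beyond the lines, 386 above and 145 below. Limma called 357 of the 531, and it called a further 518 that lay inside the lines. The SD of the log2 differences was 0.320 and the correlation of the group means across probe sets was 0.991. With 1 array of these 2 diets left out the count was 482 to 721. The 3 single arrays at 5 μg Se/g had 839, 754 and 418 probe sets beyond the lines when set against the mean at 0.24 μg Se/g. From this scatter the paper concludes that toxic Se intake had unique transcriptional effects.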

The tightness of expression in the 0.8 vs. 0.24 μg Se and 2 vs. 0.24 μg Se analyses are particular striking, given that these levels are 8 and 20 times the Se requirement in the rat [2,4].

**Figure 4:**
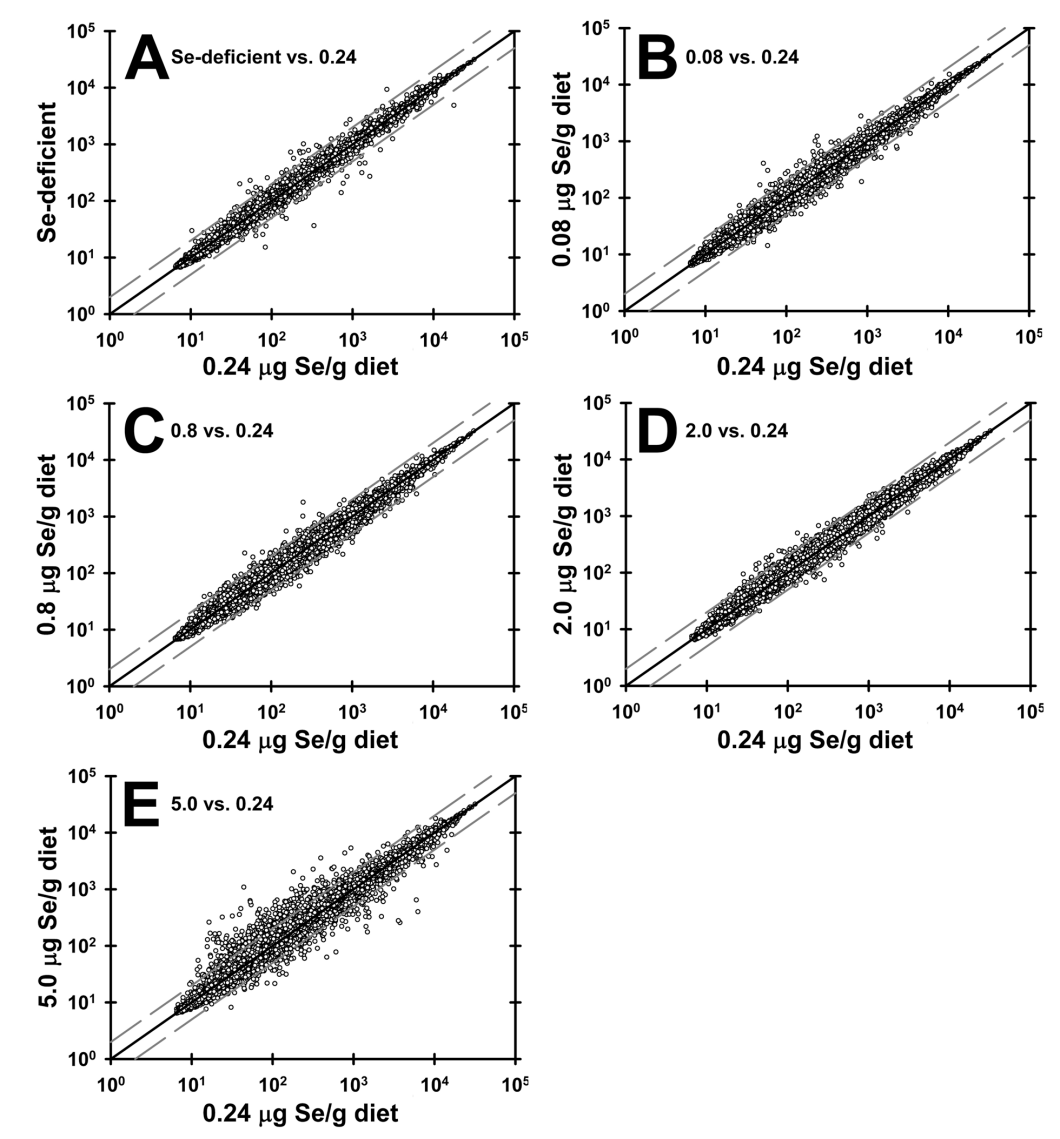
**Effect of dietary Se on the transcriptome**. RMA-generated expression values for all 31,099 probe sets on the Rat Genome 230 2.0 array were plotted for Se-deficient (A), 0.08 (B), 0.8 (C), 2 (D), and 5 μg Se/g diet (E) rat liver vs. 0.24 μg Se/g diet rat liver. Values are means, n = 3/diet. Solid black line is 1:1 expression. Dashed lines are 2-fold up- and down-regulated.

### Transcriptional regulation by Se deficiency

Se-deficient treatment groups were included in these microarray studies in order to assess Se status across the full range from Se-deficient to toxic Se status, to further characterize the effect of Se deficiency on the transcriptome, and to be able to distinguish the effects of Se deficiency from Se excess. Our previous studies [8,26] showed that expression of a subset of the 24 rodent selenoproteins is down-regulated by Se deficiency. For these studies the full complement of non-selenoprotein genes was evaluated for regulation by Se status. In the mouse study, Se deficiency significantly up-regulated 3 genes in liver (Cbr3, Abcc4, and Hspb1), with 4 additional genes nearly significant (P < 0.2) as compared to Se-adequate (0.2 μg Se/g) mice (Table 1). 

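Cbr3, a carbonyl reductase, rose 7.69-fold in Se-deficient mouse liver, from a log2 level of 6.43 ± 0.16 to 9.38 ± 0.29 (SD, n = 3 each). Its log2 change was 2.94 (SE 0.15, adjusted p = 1.6e-05). Abcc4, an efflux transporter, rose 3.70-fold from 7.13 ± 0.36 to 9.02 ± 0.44, a log2 change of 1.89 (SE 0.22, adjusted p = 0.023). Hspb1, a small heat shock protein, rose from 8.41 ± 0.15 to 9.34 ± 0.18, a log2 change of 0.93 (SE 0.12, adjusted p = 0.040). A second Hspb1 probe set changed by 1.30 and was not called. Gsta2 and Cbr1 had log2 changes of 0.95 (SE 0.13) and 0.92 (SE 0.12) and shared an adjusted p of 0.057. Gsta4, a glutathione transferase that conjugates lipid peroxidation products, had a log2 change of 0.80 (SE 0.13, adjusted p = 0.16).

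In all, 10 probe sets were called in Se-deficient liver, 3 higher and 7 lower, and 19 had an adjusted p under 0.2. Leaving out 1 array of these 2 diets gave 6 to 21 calls, with 1 to 10 of them higher. Abcc4 and Hspb1 were not called when only the arrays of the 2 diets entered the fit (adjusted p = 0.23 and 0.20), nor Hspb1 with quantile normalization (adjusted p = 0.075). Abcc4 was not called without replicate 1 or 3 in Se deficiency or replicate 2 or 3 at 0.2 μg Se/g (adjusted p from 0.067 to 0.23), nor Hspb1 without replicate 1 or 2 in Se deficiency or replicate 2 or 3 at 0.2 μg Se/g (adjusted p from 0.21 to 0.33). The residuals of arrays with the same replicate number in the Se-deficient and 0.2 μg Se/g groups correlated with r of 0.462, 0.105 and 0.319 for numbers 1, 2 and 3, and for number 2 another array was more alike. With the replicate number as a block 16 probe sets were called, Cbr1, Nqo1 and Txnrd1 among them. The levels of 4 of these transcripts at the 3 diets are plotted for both tissues.

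**Figure D1:**
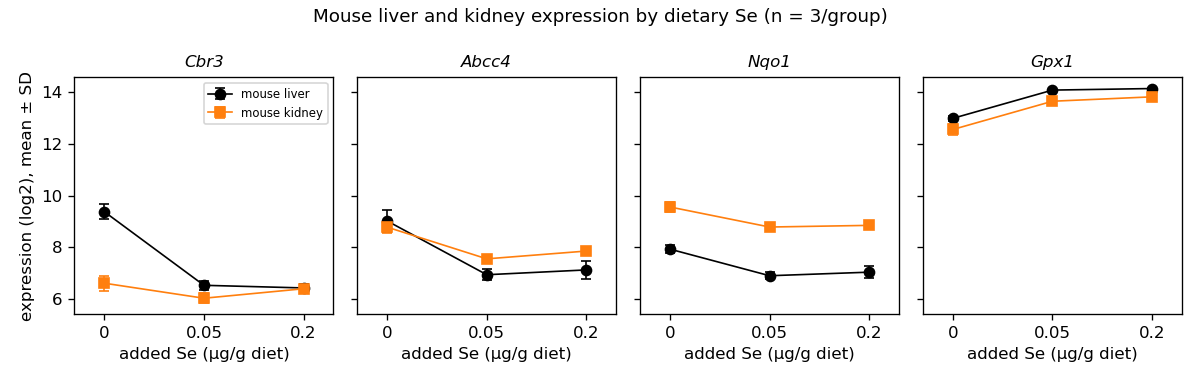
Log2 expression of Cbr3, Abcc4, Nqo1 and Gpx1 (vertical axes) against dietary Se (horizontal axes, 0, 0.05 and 0.2 μg Se/g) in mouse liver (black circles) and kidney (orange squares). Points are means and bars are SD, n = 3 mice per diet. In Se-deficient and Se-adequate liver the mean of Cbr3 was 9.38 and 6.43.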

No genes were significantly up-regulated in Se-deficient kidney as compared to Se-adequate kidney (Table 1). Similarly, in rat study 2 there were only 2 genes significantly up-regulated (Gsta5 and LOC286989) in Se-deficient vs. Se-adequate (0.24 μg Se/g) rats (Table 1). 

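Gsta3 had the lowest adjusted p among the transcripts named here that were higher in Se-deficient kidney, with a log2 change of 0.80 (SE 0.09, n = 3, adjusted p = 0.075). It encodes a glutathione transferase, and its other probe set changed by 0.66. Abcc4 went from 7.86 ± 0.13 to 8.78 ± 0.23 in kidney (SD), a log2 change of 0.92 (SE 0.12, adjusted p = 0.11). Cbr3 differed between the tissues. Its level in kidney was 6.62 ± 0.28 in Se deficiency and 6.40 ± 0.08 at 0.2 μg Se/g, and its response in liver exceeded that in kidney by a log2 of 2.73 (SE 0.22, adjusted p = 1.5e-05, limma fit of all 18 mouse arrays, and 0.00077 with a block for arrays of liver and kidney with the same diet and number). Limma called 3 probe sets in kidney, 0 higher and 3 lower, and 2442 of 45037 had an unadjusted p under 0.05. Gsta3 was called when all mouse arrays were fitted together, with array weights and with quantile normalization, and in none of the other alternatives. Abcc4 was called in kidney with array weights and in a fit with 1 array left out.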

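Ugt2b7 is the symbol the array annotation now gives to the probe set of LOC286989, a UDP-glucuronosyltransferase. It had a log2 level of 6.23 ± 0.05 in Se-deficient and 5.10 ± 0.30 in Se-adequate rat liver (SD, n = 3). This is a log2 change of 1.13 (SE 0.17, adjusted p = 0.13). Arsb, an arylsulfatase, had a log2 change of 0.49 (SE 0.09, adjusted p = 0.34), and 0.55 in its other probe set. The probe set for Gsta5 is annotated with a second symbol, so it was not tested as a single gene. Limma called 0 probe sets higher and 1 lower in Se-deficient rat liver, with 1055 of 31042 at an unadjusted p under 0.05 and 10 at an adjusted p under 0.2. Ugt2b7 was called when all 18 rat arrays entered one fit.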

A few genes or gene families are up-regulated in all 3 Se-deficient datasets, although these did not reach significance in every treatment. NAD(P)H dehydrogenase, quinone 1 (Nqo1), and members of the ATP-binding cassette subfamily C and glutathione transferase-alpha family were consistently up-regulated by Se deficiency.

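Nqo1, a quinone reductase, had higher means in all 3 Se-deficient tissues and passed the test of the main fit in 0 of them. In mouse liver its level was 7.93 ± 0.14 in Se deficiency and 7.04 ± 0.24 at 0.2 μg Se/g (SD, n = 3), a log2 change of 0.89 (SE 0.13, adjusted p = 0.072). In mouse kidney it was 9.56 ± 0.21 and 8.85 ± 0.10, a log2 change of 0.71 (SE 0.10, adjusted p = 0.29). In rat liver it was 12.19 ± 0.18 and 11.20 ± 0.08, a log2 change of 0.99 (SE 0.18, adjusted p = 0.34). In mouse liver Nqo1 was called with a replicate block, with trend and robust, with array weights and with all mouse arrays fitted together. It was not called there with only the 2 groups in the fit or with quantile normalization. In kidney and rat liver it was called with array weights, and in both mouse tissues also in a fit with 1 array left out.

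Within the transporter family, Abcc2 had log2 changes of 0.46 (SE 0.12) in mouse liver, 0.36 (SE 0.15) in kidney and −0.19 (SE 0.30) in rat liver. Abcc3 had 0.37 (SE 0.11) in mouse liver and 0.06 (SE 0.08) in kidney. Abcc4 had 0.70 (SE 0.19) in rat liver, where its adjusted p was 1.0. Among alpha-class glutathione transferases, Gsta3 had a log2 change of 1.57 (SE 0.23, adjusted p = 0.13) in rat liver and 0.10 (SE 0.08) in mouse liver. Gsta4 had −0.15 (SE 0.11) in mouse kidney and 0.35 (SE 0.22) in rat liver. Gsta2 had 0.34 (SE 0.17) in kidney. Abcc2 and Gsta4 thus each had a lower mean in 1 of the tissues.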

**Table 1:** Transcripts up-regulated by Se deficiency

Genbank Accession	Gene Symbol	Gene Title	Fold Change^1^	adj P-value^2^	Nrf2 Target^3^
**Mouse Liver**					
NM_173047	Cbr3	carbonyl reductase 3	7.46	1.7E-05	X
NM_001033336	Abcc4	ATP-binding cassette, sub-family C (CFTR/MRP), member 4	3.73	0.023	X
NM_013560	Hspb1	heat shock protein 1	1.91	0.04	
			- - - - - - - - - - - - - - - - - - - - - - - - -		
NM_008182	Gsta2	glutathione S-transferase, alpha 2	1.93	0.057	
NM_007620	Cbr1	carbonyl reductase 1	1.89	0.057	X
NM_008706	Nqo1	NADPH dehydrogenase, quinone 1	1.85	0.073	X
NM_010357	Gsta4	glutathione S-transferase, alpha 4	1.74	0.17	X
**Mouse Kidney**					
			- - - - - - - - - - - - - - - - - - - - - - - - -		
NM_001077353	Gsta3	glutathione S-transferase, alpha 3	1.74	0.076	X
NM_001033336	Abcc4	ATP-binding cassette, sub-family C (CFTR/MRP), member 4	1.89	0.11	X
NM_008706	Nqo1	NADPH dehydrogenase, quinone 1	1.64	0.29	X
**Rat Liver^4^**					
NM_173323	Ugt2b7	UDP glucuronosyltransferase 2 family, polypeptide B7	2.14	0.01	
NM_001009920	Gsta5	glutathione S-transferase Yc2 subunit	3.03	0.02	
			- - - - - - - - - - - - - - - - - - - - - - - - -		
NM_080581	Abcc3	ATP-binding cassette, sub-family C (CFTR/MRP), member 3	4.29	0.07	X
NM_033443	Arsb	arylsulfatase B	1.40	0.07	
NM_017000	Nqo1	NADPH dehydrogenase, quinone 1	1.99	0.16	X

Transcripts that were significantly (above dashed line, P < 0.05) or nearly significantly (below dashed line, 0.05 < P < 0.2) up-regulated in Se-deficient rodent tissues compared to Se-adequate (0.2 or 0.24 μg Se/g diet, for mouse and rat studies respectively). ^1^Fold changes determined by analysis of RMA expression data with the Limma package in R software, ^2^P-values were adjusted for multiple testing, ^3^Genes known to be Nrf2 targets, determined as described in the text, ^4 ^Genes up-regulated in Se-deficient liver from rats in study 2.

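Selenow fell in Se-deficient mouse liver from 11.58 ± 0.09 to 9.68 ± 0.02 (SD, n = 3), a log2 change of −1.90 (SE 0.09, adjusted p = 1.6e-05). Its second probe set, at −1.55, was also called. Selenoh fell by 1.47 (SE 0.11, adjusted p = 0.00087), Gpx1 by 1.15 (SE 0.07, adjusted p = 0.00013) and Selenok by 0.98 (SE 0.09, adjusted p = 0.0031). Txnrd2, a mitochondrial thioredoxin reductase, had a log2 change of −0.70 (SE 0.10, adjusted p = 0.057), and 1 other of its probe sets was called at −0.71 (adjusted p = 0.0090). The 7 lower probe sets of mouse liver all belong to these 5 selenoprotein genes.

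In mouse kidney, Selenoh fell by 1.44 (SE 0.09, adjusted p = 0.00041), Selenow by 1.44 (SE 0.12, adjusted p = 0.0043) and Gpx1 by 1.26 (SE 0.10, adjusted p = 0.0039). A second Selenow probe set, at −0.34, was not called. With only the 2 groups in the fit Gpx1 and Selenow were not called in kidney (adjusted p = 0.067 and 0.068), and Selenow was not called without replicate 3 in Se deficiency or replicate 1 at 0.2 μg Se/g (adjusted p = 0.050 and 0.052). In rat liver only Gpx1 passed the test, from 14.12 ± 0.07 to 12.26 ± 0.09, a log2 change of −1.87 (SE 0.12, adjusted p = 0.00013). Rat Selenoh went from 10.67 ± 0.04 to 8.08 ± 0.22, a log2 change of −2.60 (SE 0.32, adjusted p = 0.055). It was called with only the 2 groups in the fit (adjusted p = 0.00086), with all rat arrays in one fit (0.00087), with trend and robust (0.033), with array weights (1.5e-05) and with the probe sets with a mean below the median left out (0.032). It was also called in both alternatives chosen after the values were seen, without replicates 1 and 2 at 2 μg Se/g (adjusted p = 2.3e-05) and with the Lys and Phe spike-ins as a covariate (2.2e-06), and in none of the others. Selenok, Txnrd3 and Txnrd2 had log2 changes of −1.32 (SE 0.26, adjusted p = 0.41), −0.68 (SE 0.11, adjusted p = 0.13) and −0.65 (SE 0.11, adjusted p = 0.24). The 2 Selenot probe sets had −0.58 and −0.68 and were not called.

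As a group, 23 selenoproteins were measured in the mouse, and 10 were lower in each tissue when p was adjusted over the list alone. In the rat 22 were measured and 10 were lower by that count, with a median log2 change of −0.44. The medians in mouse liver and kidney were −0.20 and −0.24. Camera gave adjusted p of 0.016, 0.024 and 0.015 in mouse liver, mouse kidney and rat liver with an estimated correlation between the genes of a list. Sephs2, which makes selenophosphate, had means on the other side, at 0.13 (SE 0.07) in mouse liver and 0.66 (SE 0.29) in kidney.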

Se deficiency significantly down-regulated 5 genes in mouse liver, 3 genes in mouse kidney, and 4 genes in rat liver; these were all selenoproteins previously reported to be highly regulated by Se [8,26] (Table 2), and there were no additional non-selenoprotein transcripts down-regulated by Se deficiency. qRT-PCR confirmed microarray-detected Se-regulation for selected genes up-regulated in Se deficiency, found expression levels up to 8-fold higher in Se-deficient mouse liver, and showed that these genes were restored to adequate levels in the mice fed a Se marginal diet (0.05 μg Se/g diet) (Additional file 1, Figures S1A-S1F). 

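Abcc3, an efflux transporter of conjugated bile acids and glucuronides, had its highest array levels at both ends of Se intake. Its log2 level in rat liver was 9.50 ± 0.19 in Se deficiency, 7.36 ± 0.53 at 0.24 μg Se/g, 7.96 ± 0.13 at 2 μg Se/g and 9.80 ± 0.87 at 5 μg Se/g (SD, n = 3 each). In Se deficiency this is a 4.40-fold difference, a log2 change of 2.14 (SE 0.36, adjusted p = 0.24). With 5 μg Se/g it rose by 2.44 (SE 0.36, adjusted p = 0.0046). Nqo1 had a 1.98-fold higher mean in Se deficiency. At 5 μg Se/g its level was 11.66 ± 0.33 and its log2 change 0.46 (SE 0.18, adjusted p = 0.26).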

In rats, qRT-PCR confirmed that Abcc3 and Nqo1 were increased by Se deficiency 4-fold and 2-fold relative to Se-adequate levels, but also found that Abcc3 was increased by 5 μg Se/g diet to levels not different from levels in Se-deficient rat liver (Additional file 1, Figures S1G, S1H).

**Table 2:** Transcripts down regulated by Se deficiency

Genbank Accession	Gene Symbol	Gene Title	Fold Change^1^	adj P-value^2^	Nrf2 Target^3^
**Mouse Liver**					
NM_009156	Sepw1	selenoprotein W, muscle 1	-3.73	1.7E-05	
NM_001033166	Selh	selenoprotein H	-2.83	0.0009	
NM_008160	Gpx1	glutathione peroxidase 1	-2.14	0.0001	
NM_019979	Selk	selenoprotein K	-2.14	0.0012	
NM_013711	Txnrd2	thioredoxin reductase 2	-1.64	0.0091	
			- - - - - - - - - - - - - - - - - - - - - - - - -		
NM_015762	Txnrd1	thioredoxin reductase 1	-1.57	0.099	X
**Mouse Kidney**					
NM_001033166	Selh	selenoprotein H	-2.64	0.0004	
NM_009156	Sepw1	selenoprotein W, muscle 1	-2.64	0.0044	
NM_008160	Gpx1	glutathione peroxidase 1	-2.46	0.0039	
			- - - - - - - - - - - - - - - - - - - - - - - - -		
**Rat Liver^4^**					
NM_001114939	Selh	selenoprotein H	-6.06	< 0.001	
NM_030826	Gpx1	glutathione peroxidase 1	-3.73	< 0.001	
NM_001014253	Selt	selenoprotein T	-1.60	0.005	
NM_001106609	Txnrd3	thioredoxin reductase 3	-1.60	0.03	
			- - - - - - - - - - - - - - - - - - - - - - - - -		
NM_022584	Txnrd2	thioredoxin reductase 2	-1.57	0.06	
NM_207589	Selk	selenoprotein K	-2.46	0.07	

Transcripts that were significantly (above dashed line, P < 0.05) or nearly significantly (below dashed line, 0.05 < P < 0.2) down-regulated in Se-deficient rodent tissues compared to Se-adequate (0.2 or 0.24 μg Se/g diet, for mouse and rat studies respectively). ^1^Fold changes determined by analysis of RMA expression data with the Limma package in R software, ^2^P-values were adjusted for multiple testing, ^3^Genes known to be Nrf2 targets, determined as described in the text, ^4^Genes down-regulated in Se-deficient liver from rats in study 2.

### Transcriptional Effects of High Se

To determine whether there are transcripts regulated by super-nutritional and toxic Se intakes, microarrays were used to analyze expression in rats fed 8, 20 and 50-times the Se requirement as compared to Se-adequate rats. Rat study 1 determined the effect of Se status in rats fed up to 0.8 μg Se/g, 8-times the requirement as compared with Se-adequate rats (0.08 μg Se/g diet). 

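Rat study 1 is represented by 6 liver arrays, 3 from male Holtzman rats fed 0.08 and 3 from rats fed 0.8 μg Se/g for 28 d. Total RNA was labelled and hybridized at a core facility. The deposited values are log2 expression made by the authors as in the mouse study, and the paper states that each study was processed separately. Array medians were 6.24 to 6.25 and single values 2.64 to 15.03. Arrays of the same diet correlated across probe sets with r from 0.990 to 0.994. The 6 arrays were fitted in limma on their own for 0.8 against 0.08 μg Se/g, over 31042 probe sets after 57 array controls were left out. Of these probe sets, 20826 carry 1 symbol, 436 carry several and 9780 carry none. For comparisons with rats of the other study, all 18 rat arrays were fitted together without further normalization, so differences between the studies stay in those values.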

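Limma called 0 probe sets between 0.8 and 0.08 μg Se/g, while 1421 of 31042 had an unadjusted p under 0.05, less than the share expected if no gene differed. Gpx1 levels were 14.14 and 14.16, and Nqo1 levels were 10.84 and 10.99 (n = 3 each). Akr1b8 was at 6.33 and 6.17 and Rgs4 at 6.38 and 6.00. Of 36 gene lists, 1 passed camera at its preset correlation, 38 cell cycle genes with a median log2 change of −0.43. None of the 38 passed the test singly and 9 were lower when adjusted over the list alone, and the list was lost with an estimated correlation (adjusted p = 0.80). In data with changes built in, 71.6% of changes of log2 1 and 17.9% of changes of 0.5 were found for this comparison, so changes smaller than 2-fold would often be missed. Those data gave 129 calls, against 0 in the real comparison, and more calls ease the Benjamini-Hochberg cutoff. The shares are therefore likely too high for the real comparison, and larger changes could be missed as well. Without replicate 3 at 0.08 μg Se/g, 39 probe sets were called.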

Surprisingly, there were no significant gene expression changes with this 10-fold increase in Se intake. When compared to Se-adequate rats from study 2 (0.24 μg Se/g diet), there were 84 significant gene changes in rats fed 0.8 μg Se/g diet, but these changes are likely due to differences between these independent experiments rather than due to Se status. 

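Ecd, a splicing and cell cycle factor, fell most clearly, from 8.11 ± 0.07 at 0.24 to 6.79 ± 0.24 at 0.8 μg Se/g (SD, n = 3), a log2 change of −1.32 (SE 0.13, adjusted p = 0.00065). Arsb rose by 0.60 (SE 0.08, adjusted p = 0.013), while its other probe set was at −0.13. It was not called with only the 2 groups in the fit (adjusted p = 0.088), with a replicate block (adjusted p = 0.12), or without replicate 2 or 3 at 0.24 or replicate 1 or 3 at 0.8 μg Se/g. For several called probe sets, another probe set of the same gene had a smaller or opposite difference. Ppp2r2a, a phosphatase subunit, had one at 1.24 and one at −0.16. Lasp1 had −1.28 and −0.06, Ptpa −1.30 and −0.50, Pigt −1.36 and −0.52, Ddx17 −1.07 and −0.35, and Aplp2 −1.36 and −0.51. For the liver transcription factor Hnf4a, 2 probe sets were called at −0.99 and −0.64 and another lay at −0.15. Keap1, which holds Nrf2 in check and was singled out after the values were seen, fell by 0.76 (SE 0.13, adjusted p = 0.045), and its difference between 0.8 and 0.08 μg Se/g was −0.05.

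Limma called 44 probe sets, 6 higher and 38 lower, and 3838 had an unadjusted p under 0.05. Diet and study change together here. Leaving out any 1 of the 6 arrays at 0.24 and 0.8 μg Se/g left 2 to 4 called, and leaving out the probe sets with a mean below the median gave 66. Of the 44, 2 were also called at 5 μg Se/g, where 1.24 are expected from independent lists. This overlap therefore gives no sign of a common response. Both comparisons use the same rats at 0.24 μg Se/g, so part of the overlap may also come from the shared controls. From the comparison of independent experiments the paper proposes that these differences come from the experiments and not from Se.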

RMA expression data plotted for several of the transcripts altered in the 0.8 vs. 0.24 μg Se/g diet comparison show that expression is changed at 0.8 and to a lesser extent at 0.08, while remaining constant at the other Se intakes (data not shown).

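Ecd fell at 0.08 μg Se/g as well, to 7.09 ± 0.22 (SD, n = 3), a log2 change of −1.02 from 0.24 μg Se/g (SE 0.13, adjusted p = 0.021). That call is lost with only the 2 groups in the fit (adjusted p = 0.098), with a replicate block (adjusted p = 0.063), and without replicate 1 or 3 at 0.08 or any replicate at 0.24 μg Se/g (adjusted p from 0.051 to 0.12). At the other intakes its level was 8.26 in Se deficiency, 8.11 at 2 and 8.14 at 5 μg Se/g. All 44 probe sets called at 0.8 μg Se/g moved the same way at 0.08 μg Se/g, although Ecd was the only one called there. The same rats at 0.24 μg Se/g enter both differences, which raises this agreement. With 0.08 μg Se/g set against the mean of Se-deficient and 2 μg Se/g rats instead, 100% of the 44 moved that way, and 60.8% of all probe sets did. Their median log2 difference from 0.24 μg Se/g was 0.86 in absolute size at 0.8 and 0.59 at 0.08 μg Se/g. In 29 of the 44, the values of the 6 rats of study 1 did not overlap those of the 12 rats of study 2. Arsb, by contrast, was at 9.08 at 0.24, 9.57 in Se deficiency, 9.58 at 2 and 9.80 at 5 μg Se/g.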

As no significant gene expression changes were observed at 8-times the requirement, a second rat study was conducted to assess transcriptional effects of Se intakes at 20 and 50-times the requirement (2 and 5 μg Se/g diet). 

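Rat study 2 is represented by 12 liver arrays, 3 each from rats fed Se-deficient diet or 0.24, 2 or 5 μg Se/g for 28 d. The arrays, processing and probe sets are those of rat study 1, and each diet was compared with 0.24 μg Se/g in one limma fit of the 12 arrays. Array medians were 6.26 to 6.29, and single values ran from 2.60 to 15.00. Within a diet the correlation of arrays across probe sets ran from 0.972 to 0.995, and the lowest values belong to the 2 μg Se/g group.

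The arrays also measure Lys and Phe, bacterial transcripts added to the RNA before labelling. Their mean log2 level was 6.24 and 6.71 in replicates 1 and 2 at 2 μg Se/g and 7.04 to 7.40 in the other 10 arrays of the study. In rat study 1 it was 10.14 to 10.51. In replicates 1 and 2 the log2 differences from 0.24 μg Se/g correlated with each other across probe sets (r = 0.763). Those of replicate 3 did not follow either (r = −0.02 and 0.08). The same rats at 0.24 μg Se/g enter these differences, which raises such correlations. The gap between replicate 3 and replicates 1 and 2 is part of the spread that the whole fit uses. Counts without replicates 1 and 2 are therefore given as an alternative, chosen after the values were seen. The level of these controls is plotted for all rat arrays.

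**Figure D2:**
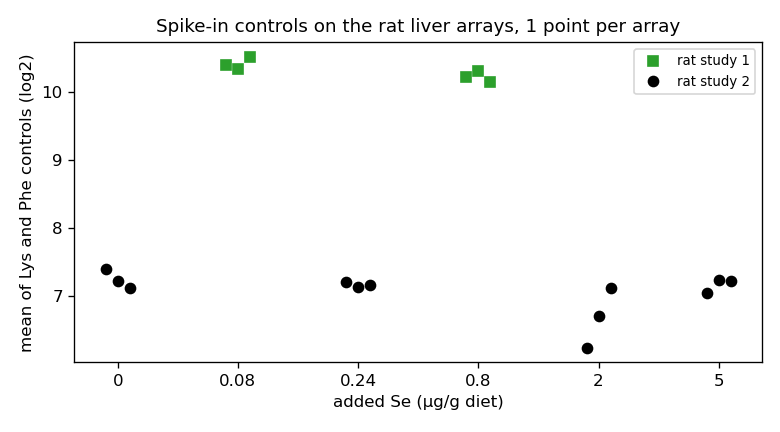
Mean log2 level of the Lys and Phe controls (vertical axis) of each rat array against dietary Se (horizontal axis, μg Se/g). Each point is 1 array of rat study 1 (green squares) or rat study 2 (black circles). Replicates 1 and 2 at 2 μg Se/g lie at 6.24 and 6.71.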

Gene expression in rats fed 2 and 5 μg Se/g diet was compared with Se adequate rats (0.24 μg Se/g diet). Only 6 transcripts (5 genes and 1 EST) were significantly changed by 2 μg Se/g, with 5 others nearly significant (P < 0.2) (Table 3). 

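Rgs4 was the 1 transcript called at 2 μg Se/g over the 31042 probe sets, and 8 had an adjusted p under 0.2. At an unadjusted p under 0.05 there were 4762, or 15.3%. When replicates 1 and 2 of the group, whose arrays had low spike-in levels, were left out, 2 probe sets were called and 1194 had an unadjusted p under 0.05. That alternative leaves 1 array at 2 μg Se/g, which is assumed to vary like those of the other groups, so fewer calls are expected from the loss of power alone. Without replicate 3 5800 were called. With the Lys and Phe level as a covariate, also chosen after the values were seen, 5 were called, and with all 18 rat arrays in one fit 6 were called. With only the 2 groups in the fit limma called 0, with 1957 at an unadjusted p under 0.05.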

The genes up-regulated at 2.0 μg Se/g diet were: Rgs4, a regulator of g-protein signaling; Ccdc80, which may be involved in extracellular matrix organization; RGD1560666, a gene of unknown function that contains putative signaling domains; and Oxct1, a member of the 3-oxoacid CoA-transferase family. 

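Rgs4, which shortens G-protein signals, rose 3.14-fold at 2 μg Se/g, from 5.96 ± 0.13 to 7.61 ± 0.12 (SD, n = 3), a log2 change of 1.65 (SE 0.12, adjusted p = 0.00045). Its other probe set changed by 1.02 and was not called. Ccdc80, a secreted matrix protein, had a 2.17-fold higher mean, 11.24 ± 0.15 against 10.13 ± 0.10, with a log2 change of 1.12 (SE 0.17, adjusted p = 0.15). Oxct1, which activates ketone bodies for use as fuel, had a log2 change of 0.71 (SE 0.10, adjusted p = 0.11). Hsph1, a heat shock protein, had 0.68 (SE 0.14) and Timp3, an inhibitor of matrix proteases, had 0.58 (SE 0.21), both with an adjusted p of 0.32. The other Timp3 probe sets ran from 0.22 to 0.81. Ccdc80 and Oxct1 were called when all 18 rat arrays entered one fit. The changes of these and other transcripts at 2 and 5 μg Se/g are plotted side by side.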

The lone down-regulated gene at 20-times the requirement was Cirbp, which contains RNA binding domains and is thought to stabilize mRNAs and enhance translation.

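Cirbp, a cold-inducible RNA-binding protein, had a log2 level of 7.00 ± 0.09 at 2 μg Se/g and 7.87 ± 0.08 at 0.24 μg Se/g (SD, n = 3). Its log2 change was −0.87 (SE 0.12, adjusted p = 0.11), and its other probe sets changed by −0.59 and −0.52. Its level was 7.66 and its log2 change −0.21 (SE 0.12, adjusted p = 0.47) at 5 μg Se/g. Rbm3, the other cold-induced RNA-binding protein, rose at 5 μg Se/g by 0.93. Cirbp was called at 2 μg Se/g when all 18 rat arrays entered one fit.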

**Table 3:** Transcripts regulated by 2 μg Se/g diet

Genbank Accession	Gene Symbol	Gene Title	Fold Change^1^	adj P-value^2^	Nrf2 Target^3^
NM_017214	Rgs4	regulator of G-protein signaling 4	3.03	0.005	X
NM_022543	Ccdc80	coiled-coil domain containing 80	2.14	0.02	
XM_001069576	RGD1560666	Similar to KIAA1280 protein	1.80	0.02	
NM_001127580	Oxct1	3-oxoacid CoA transferase 1	1.64	0.02	
NM_031147	Cirbp	cold inducible RNA binding protein	-1.83	0.02	
BE107169	EST	UI-R-BS1-ayq-f-06-0-UI.s1	1.70	0.03	
			- - - - - - - - - - - - - - - - - - - - - - - - -		
NM_001009965	Tsku	Tsukushin	2.30	0.13	X
NM_001011901	Hsph1	heat shock 105 kDa/110 kDa protein 1	1.68	0.13	
NM_012886	Timp3	TIMP metallopeptidase inhibitor 3	1.68	0.13	
AA945268	EST	EST200767	-3.25	0.19	
NM_001164396	RGD1564865	similar to 20-alpha-hydroxysteroid dehydrogenase	-2.14	0.13	

Transcripts that were significantly (above the dashed line, P < 0.05) or nearly significantly (below the dashed line, 0.05 < P < 0.2) differentially expressed in liver from rats fed 2 μg Se/g diet compared to 0.24 μg Se/g diet. ^1^Fold changes determined by analysis of RMA expression data with the Limma package in R software, ^2^P-values were adjusted for multiple testing, ^3^Genes known to be Nrf2 targets, determined as described in the text.

In contrast to the few transcripts changed at 20-times the Se requirement, there were 1193 transcripts significantly altered at 50-times the requirement. 

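Akr1b8 rose most at 5 μg Se/g among the named genes, 24.7-fold, from 5.45 ± 0.16 to 10.08 ± 0.24 (SD, n = 3), a log2 change of 4.63 (SE 0.25, adjusted p = 1.6e-05). The genes that follow belong to the largest changes among called genes, by a rule set beforehand. Tsx rose 13.0-fold (adjusted p = 0.00020). Fabp4, a fatty acid carrier of fat and capillary cells, rose by 3.51 (SE 0.48), and Ccn2, a matrix growth factor, by 3.24 (SE 0.45). Apln, a vascular peptide, rose by 3.16 (SE 0.48), with a second probe set at 0.91 that was not called. Esm1, an endothelial proteoglycan, rose by 2.76 (SE 0.25), Tagln, a smooth muscle actin-binding protein, by 2.68 (SE 0.43), Krt19, a bile duct keratin, by 2.63 (SE 0.32) and Serpina7, a thyroid hormone carrier, by 2.94 (SE 0.35). Pcdh17, a protocadherin, rose by 2.97 (SE 0.41) and by 3.02 to 3.73 in its other probe sets. Vldlr, a lipoprotein receptor, rose by 0.48 (SE 0.11, adjusted p = 0.041) in the probe set with the highest mean, which was not called with only the 2 groups in the fit, with a replicate block, or without replicate 1 or 3 at 0.24 or replicate 1 or 2 at 5 μg Se/g, and its 3 other probe sets were called at 0.79 to 3.05.

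Obp3 fell from 12.60 ± 0.19 to 8.55 ± 0.65, and Cyp3a9, a cytochrome P450, fell from 9.20 ± 0.41 to 6.18 ± 0.68, a log2 change of −3.02 (SE 0.43, adjusted p = 0.0037). Stac3 fell by 3.78 (SE 0.47) and the sulfotransferase Sult2a2 by 3.33 (SE 0.58), and Zfp37, a zinc finger protein, had a log2 change of −2.52 (SE 0.45, adjusted p = 0.012). Without replicate 3 at 0.24 μg Se/g neither Sult2a2 nor Zfp37 was called (adjusted p = 0.057 for both), and Zfp37 was not called without replicate 1 or 2 at 5 μg Se/g (adjusted p = 0.057 and 0.058).

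Limma called 875 probe sets, and 4568 had an unadjusted p under 0.05. In all 875 the values of the 3 rats at 5 did not overlap those of the 3 rats at 0.24 μg Se/g. That held for 23.6% of the 31042 probe sets, where 10% is the share by chance. The median absolute log2 change of the 875 was 0.89. Of them, 727 carry 1 symbol. Leaving out replicates 1 and 2 at 2 μg Se/g, an alternative chosen after the values were seen, gave 1382. With all 18 rat arrays in one fit 1193 were called, and 830 of them were among the 875. With 1 array of the 2 diets compared left out 351 to 1065 were called.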

As the rats fed 5 μg Se/g diet had reduced growth and elevated markers of liver damage, it was possible that many of these transcripts could be responding to general toxicity and/or caloric restriction. Therefore, the 1193 Se toxicity transcripts that overlapped with Affymetrix's RatToxFX 1.0 array (218 of 2073 probe sets) and that overlapped with 10 day caloric restriction (CalRestr) data from a recent study (338 of 5391 probe sets) [29] were removed, along with redundant transcripts for genes found in RatTox or CalRestr datasets (Figure 5). After filtering, 715 Se-specific transcripts remained in this Se-specific dataset. This 715-transcript dataset contained 48 duplicate transcripts, yielding 667 unique transcripts which correspond to 437 unique genes for subsequent GOMiner analyses. 

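Of the probe sets called at 5 μg Se/g, 686 rose and 189 fell, which is 510 genes that rose and 134 that fell. Steap4, a metalloreductase, fell by 2.26 (SE 0.40, n = 3, adjusted p = 0.012) and Vipr1, the receptor for vasoactive intestinal peptide, by 2.22 (SE 0.41, adjusted p = 0.014), with a second probe set at −1.10 that was not called. Neither was called with only the 2 groups in the fit (adjusted p = 0.051 for both), without replicate 2 at 0.24 or without replicate 1 or 2 at 5 μg Se/g, nor Steap4 without replicate 1 and Vipr1 without replicate 3 at 0.24 μg Se/g (adjusted p from 0.051 to 0.067 in these cases). Among genes of hepatocytes, Cyp1a2 fell by 1.17 and Oat, an ornithine aminotransferase, by 1.20. Cbs, an enzyme of cysteine synthesis, fell by 0.81 and Elovl5, a fatty acid elongase, by 0.74. Of 30 hepatocyte markers 0 rose and 2 fell (3 when adjusted over the list alone). Asns, an asparagine synthetase of the unfolded protein and amino acid response, rose by 2.27 (SE 0.28, adjusted p = 0.0019), and Phgdh, of serine synthesis, rose by 1.92. Of the 34 genes of that response 6 rose and 0 fell (12 and 0 over the list alone). Against the mean of the other 3 diets of the study, 1452 probe sets were called at 5 μg Se/g, 1061 higher and 391 lower. Leaving out 1 array of the study gave 539 to 3110, the lowest without replicate 1 at 5 μg Se/g and the highest, with 1802 higher and 1308 lower, without replicate 3 at 2 μg Se/g. The removal of transcripts of general toxicity and calorie restriction, which leads to the paper's Se-specific set, was not analysed here.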

Most of the unique transcripts were up-regulated, with 542 up- vs. 125 down-regulated. 

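Cav1, a scaffold of membrane caveolae in endothelium, rose at 5 μg Se/g by 2.41 (SE 0.33, n = 3, adjusted p = 0.0033), Ecscr by 1.99, Sox17 by 1.81, Emcn by 1.76 and Tie1, a receptor of vessel growth, by 1.25. Pecam1 rose by 0.92 and Tek by 0.62. Of 34 genes of endothelium and angiogenesis, listed before the data were examined, 14 rose and 0 fell (23 and 1 when adjusted over the list alone), with a median log2 change of 0.65. Camera's adjusted p was 1.5e-14 at its preset correlation and 0.057 with an estimated correlation, so the call on this list is lost.

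Of 44 genes of the actin cytoskeleton and adhesion 15 rose and 0 fell (28 and 0 over the list alone), with a median of 0.57 and an adjusted p of 0.039 with an estimated correlation. Tpm2, a tropomyosin, rose by 2.39, S100a6 by 1.80, Vim by 1.58, Flna by 1.32 and Tagln2 by 1.17. Acta2, the smooth muscle actin, rose by 0.90. Without replicates 1 and 2 at 2 μg Se/g the adjusted p of these lists with an estimated correlation were 0.15 for endothelium and 0.075 for actin, and 17 and 22 members rose. The 3 rats at 5 μg Se/g do not carry the low spike-in levels of those rats. Of 18 markers of stellate cells and myofibroblasts 4 rose and 5 fell (5 and 5 over the list alone), with a median of −0.18. Reelin (Reln), Lrat and Colec11 are among those that fell, by 1.95, 2.10 and 2.15. Lrat was not called with only the 2 groups in the fit, with a replicate block, or when any 1 array at 0.24 or 5 μg Se/g was left out other than replicate 3 at 5 μg Se/g.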

GOMiner analysis identified 33 biological processes significantly enriched in the Se-specific dataset, and these were nearly all related to cell movement/morphogenesis, extracellular matrix (ECM), and development/angiogenesis (Table 4).

**Figure 5:**
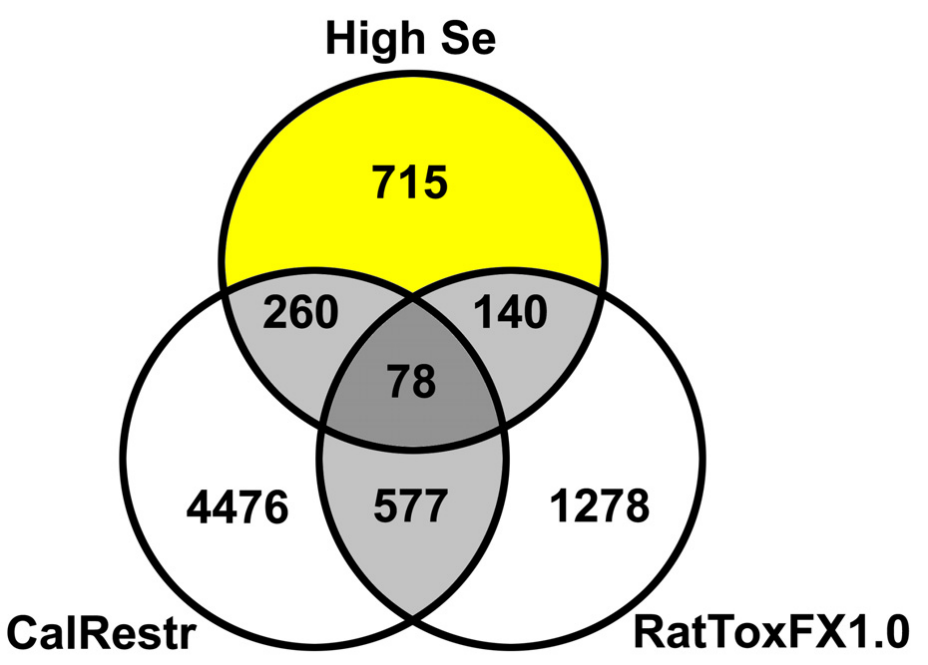
**Identification of Se-specific probe sets regulated by 5 μg Se/g diet**. The 1193 probe sets that were changed significantly by 5 μg Se/g diet in rat study 2 as compared to 0.24 μg Se/g diet were filtered to remove 260 non-specific transcripts overlapping with probe sets changed significantly by caloric restriction (CalRestr), to remove 140 transcripts included in the RatTox FX 1.0 array, and to remove 78 transcripts found in both datasets. The resulting 715 high Se-transcript dataset contains 48 duplicate transcripts, yielding 667 unique transcripts which correspond to 437 unique genes.

**Table 4:** Biological Processes enriched in Se-specific genes

GO Identifier	Term	Total Genes^1^	Changed Genes^2^	Enrich ment	FDR^c^
**Cell movement/morphogenesis**					
GO:0006929	substrate-bound_cell_migration	11	4	9.37	0.032
GO:0007155	cell_adhesion	586	47	2.07	0.000
GO:0022610	biological_adhesion	586	47	2.07	0.000
GO:0008360	regulation_of_cell_shape	49	11	5.78	0.000
GO:0022604	regulation_of_cell_morphogenesis	126	18	3.68	0.000
GO:0000902	cell_morphogenesis	386	29	1.94	0.021
GO:0032989	cellular_component_morphogenesis	423	34	2.07	0.000
GO:0051128	regulation_of_cellular_component_organization	429	32	1.92	0.014
**Extra cellular matrix**					
GO:0030199	collagen_fibril_organization	23	6	6.72	0.006
GO:0030198	extracellular_matrix_organization	88	14	4.10	0.000
GO:0030036	actin_cytoskeleton_organization	248	25	2.60	0.000
GO:0043062	extracellular_structure_organization	156	15	2.48	0.045
GO:0030029	actin_filament-based_process	263	25	2.45	0.000
GO:0007010	cytoskeleton_organization	417	33	2.04	0.001
**Development/Angiogenesis**					
GO:0010926	anatomical_structure_formation	980	59	1.55	0.018
GO:0048856	anatomical_structure_development	2224	132	1.53	0.000
GO:0009653	anatomical_structure_morphogenesis	1158	78	1.74	0.000
GO:0022603	regulation_of_anatomical_structure_morphogenesis	260	27	2.68	0.000
GO:0048646	anatomical_structure_formation_involved_in_morphogenesis	346	30	2.23	0.000
GO:0001570	Vasculogenesis	40	8	5.15	0.004
GO:0001525	Angiogenesis	182	19	2.69	0.002
GO:0001568	blood_vessel_development	278	27	2.50	0.000
GO:0048514	blood_vessel_morphogenesis	237	23	2.50	0.000
GO:0001944	vasculature_development	282	27	2.47	0.000
GO:0009887	organ_morphogenesis	735	47	1.65	0.021
GO:0048731	system_development	2107	119	1.46	0.000
GO:0048869	cellular_developmental_process	1545	87	1.45	0.003
GO:0048513	organ_development	1633	91	1.44	0.004
GO:0007275	multicellular_organismal_development	2439	130	1.37	0.000
GO:0032502	developmental_process	2955	148	1.29	0.003
**Other**					
GO:0034329	cell_junction_assembly	41	7	4.40	0.043
GO:0007165	signal_transduction	2543	127	1.29	0.020
GO:0032501	multicellular_organismal_process	3222	154	1.23	0.039

Gene ontology (GO) identifiers significantly enriched in the 667 Se-specific genes. ^1^Number of genes involved in this process in the set of all genes on the Rat Genome 230 2.0 Array, ^2^Number of genes involved in this process in the set of genes specific to Se toxicity, ^3^False Discovery Rate - ratio of the number of times the Se toxicity data gave P < 0.05 compared to a random set of data

Unsupervised hierarchical clustering of the Se-specific transcript expression for all 18 rat microarrays showed the unique transcriptional response in the rats fed 5 μg Se/g diet vs. lower Se intakes (Figure 6). 

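Average linkage on 1 minus the correlation across genes, which are not independent replicates, was applied to all 18 rat arrays. With the 875 called probe sets the first split set the 3 arrays at 5 μg Se/g apart from the other 15. The probe sets were chosen for that contrast, so the split by itself is not independent evidence. With the 1000 most variable probe sets, chosen without regard to diet, the first split was the same. In that set the mean correlation of centred values among the 3 rats at 5 μg Se/g was 0.657, and with the rats at 0.24 μg Se/g it was −0.307. Akr1b8, at 6.06 in Se deficiency, 6.17 at 0.08, 6.33 at 0.8, 7.13 at 2 and 10.08 at 5 μg Se/g, follows this division. From this clustering the paper concludes that rats fed 5 μg Se/g had a unique response.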

Inspection of the resulting treeview diagram identified clusters of high Se-regulated expression in which 2 μg Se/g diet appeared to have a similar, albeit more variable effect. Three clusters containing 117 transcripts (72 genes) were up-regulated to some extent by 2 as well as 5 μg Se/g diet, and one distinct cluster containing 44 transcripts (25 genes) was down-regulated to some extent by 2 as well as 5 μg Se/g diet (Figure 6). 

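Oxct1 rose at 5 μg Se/g by 1.07 (SE 0.10, n = 3, adjusted p = 0.00037), and Akr1b8 had a log2 change of 1.68 (SE 0.25, adjusted p = 0.15) at 2 μg Se/g. Abcc4 had 0.84 (SE 0.19) at 2 μg Se/g and rose by 1.37 (SE 0.19, adjusted p = 0.0036) at 5 μg Se/g. Of the 875 probe sets called at 5 μg Se/g, 78.1% moved the same way at 2 μg Se/g, 79.0% of those that rose and 74.6% of those that fell. In 15.5% the change at 2 was more than 0.5 of that at 5 μg Se/g.

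Both changes are taken from the same 3 rats at 0.24 μg Se/g. In data simulated without any shared response 87.1% moved the same way, with draws from 39.8% to 100%. The slope of the change at 2 on that at 5 μg Se/g was 0.504 on average in these data and 0.153 observed. The simulated probe sets may thus depend more on the shared rats at 0.24 μg Se/g than the real ones. For that reason the simulation cannot decide whether the observed share, or the covariance below, holds a common response. In the same simulation 49.3% reached more than 0.5 of their change at 5 μg Se/g, with draws from 5.8% to 96.7%. The covariance of the changes was 0.152 observed and 0.130 simulated, with draws up to 0.331, and part of any excess may come from the shared controls. Against the Se-deficient rats instead, the share was 60.6%. By rat, 60.3%, 70.4% and 89.4% moved the same way in replicates 1, 2 and 3 at 2 μg Se/g. In replicate 3 alone, an alternative chosen after the values were seen, the covariance was 0.270, within the draws simulated for that setting, which had a mean of 0.138 and reached 0.359. When the 18 arrays were cut into 3 groups on the called probe sets, the 2 μg Se/g rats formed a group of their own. Their mean correlation was 0.323 among themselves, 0.147 with the rats at 0.24 and −0.278 with those at 5 μg Se/g. The other diets lay farther from 5 μg Se/g, at −0.498 in Se deficiency, −0.461 at 0.08, −0.675 at 0.24 and −0.498 at 0.8 μg Se/g. These probe sets were chosen for 5 against 0.24 μg Se/g and centred, which favours negative values. The value of −0.278 therefore does not mark an opposite response. Cut into 4 groups, replicate 3 was set apart from replicates 1 and 2. With the 1000 most variable probe sets, chosen without regard to diet, the cut into 3 placed the 2 μg Se/g rats with the 3 rats at 0.24 μg Se/g and 2 Se-deficient rats.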

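Grb10, which dampens insulin receptor signals, rose at 5 μg Se/g by 1.49 (SE 0.12, n = 3, adjusted p = 0.00021) and had a log2 change of 0.68 (SE 0.12, adjusted p = 0.28) at 2 μg Se/g. Its other probe sets, at 0.12 and 0.25, were not called. Star, which moves cholesterol into mitochondria, rose at 5 μg Se/g by 1.65 (SE 0.16, adjusted p = 0.00046) and by 2.34 in its other probe set, and at 2 μg Se/g it was at 0.01 (SE 0.16). Sort1, a sorting receptor of glucose transporter vesicles, rose at 5 μg Se/g by 0.61 (SE 0.12, adjusted p = 0.023) and had 0.54 (SE 0.12) at 2 μg Se/g. Chsy1, a chondroitin synthase, rose by 0.51 (SE 0.11, adjusted p = 0.037) and had 0.62 (SE 0.11) at 2 μg Se/g. Soat1, which esterifies cholesterol, rose by 0.57 (SE 0.13, adjusted p = 0.036) and had 0.31 (SE 0.13) at 2 μg Se/g. The calls at 5 μg Se/g are lost for Chsy1 with trend and robust (adjusted p = 0.053), with a replicate block (adjusted p = 0.055) and when any 1 array of these 2 diets was left out (adjusted p from 0.054 to 0.14). Those of Sort1 and Soat1 are lost when any 1 such array but replicate 3 at 5 μg Se/g was left out (adjusted p from 0.058 to 0.10 and from 0.087 to 0.15). St3gal2, a sialyltransferase, had −0.01 at 5 μg Se/g in the probe set with the highest mean, while another probe set was called at 0.99.

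As a list, 6 of these genes were measured with 1 symbol, and 5 rose at 5 μg Se/g. Adjusted over the list alone, 4 were higher at 2 μg Se/g, with a median log2 change of 0.43. Camera's adjusted p at 2 μg Se/g was 0.0018 at the preset correlation and 0.19 with an estimated correlation. The study chose the list on these samples, so it is not independent evidence.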

Functional analysis revealed a set of genes within the clusters that were up-regulated by 2 and 5 μg Se/g that are involved in glucose transport, insulin signaling, or glycoprotein biosynthesis (Sort1, Sorbs1, Grb10, Star, Chsy1, St3gal2, Stxbp1, Soat1).

**Figure 6:**
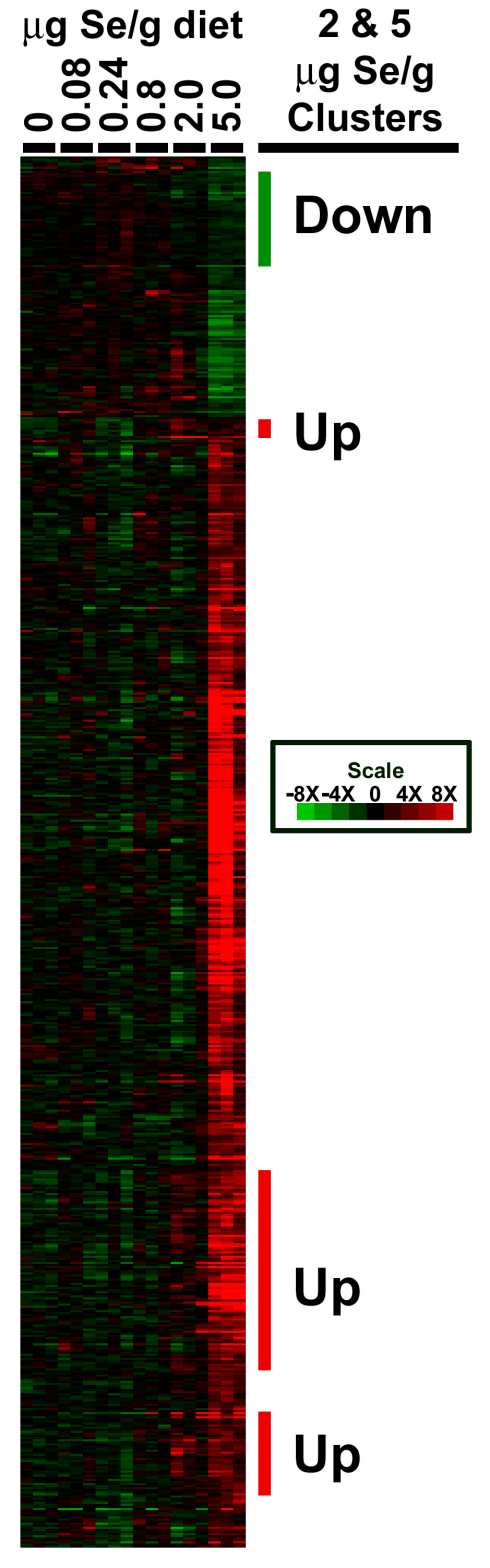
**5 μg Se/g diet elicits a unique transcriptional effect**. Unsupervised hierarchical clustering with RMA generated expression values for the 667 unique Se-specific transcripts (Figure 5). Columns represent liver expression from individual rats fed 0, 0.08, 0.24, 0.8, 2 and 5 μg Se/g diet. Rows represent probe sets. RMA gene expression is shown using the indicated pseudocolor scale from -8X (green) to +8X (red) relative to values for rats fed 0.24 μg Se/g. Clusters that are up-regulated by 2 and 5 μg Se/g diet are highlighted in red and the cluster down-regulated by 2 and 5 μg Se/g diet is highlighted in green.

### Identification of High Se Molecular Biomarkers

Molecular biomarkers regulated by 2 μg Se/g may be useful in predicting high Se intake that is not yet overtly toxic. Genes regulated by 2 μg Se/g showed several unique expression patterns, which were confirmed by qRT-PCR for the genes in Table 3. 

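Rgs4 peaked at 2 μg Se/g. Its log2 level in rat liver was 5.89 in Se deficiency, 6.00 at 0.08, 6.38 at 0.8 and 6.79 at 5 μg Se/g (n = 3 each). At 5 μg Se/g it rose by 0.82 (SE 0.12, adjusted p = 0.0039), and its other probe set, at 0.13, was not called. Ccdc80 also had its highest mean at 2 μg Se/g and was at 10.60 at 5 μg Se/g, a log2 change of 0.48 (SE 0.17, adjusted p = 0.20). Oxct1 went from 6.23 at 0.24 to 6.94 at 2 and 7.30 at 5 μg Se/g. Timp3 was at 8.06, 8.63 and 9.89 at these diets and rose at 5 μg Se/g by 1.84 (SE 0.21, adjusted p = 0.0015). Its other probe sets changed by 0.68 to 2.10, and 2 of the 3 were called.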

Rgs4 and Ccdc80 expression as assessed by qRT-PCR were up-regulated 8-fold and 2-fold by 2 μg Se/g, respectively, but to a lesser extent of 4-fold and 1.5-fold, respectively, by 5 μg Se/g (Additional file 2, Figure S2A and S2B). Expression of Oxct1 and RGD1560666 increased in a dose-response fashion with increasing Se intake above the requirement, reaching 2-fold and 1.5-fold, respectively, by 2 μg Se/g, and 3-fold and 2-fold, respectively, by 5 μg Se/g (Additional file 2, Figure S2C and S2D). qRT-PCR, however, did not confirm that Cirbp decreases with high Se supplementation (Additional file 2, Figure S2E). In addition, several genes with marginal differential expression at 2 μg Se/g, as determined by RMA analysis, were found to be significantly up-regulated 5-fold (Timp3) or down-regulated 3-fold (RGD1564865) when analyzed using qRT-PCR (Additional file 2, Figure S2G and S2H).

Individual expression values for the 6 transcripts regulated by 2 μg Se/g and the 6 transcripts regulated by Se deficiency in rat study 2 were subjected to multiple regression analysis against the individual liver Se concentrations, with stepwise elimination of transcripts with non-significant correlation coefficients (P > 0.05), to yield an equation with the significant correlation coefficients that predicts liver Se concentration, as described previously [30]. This analysis resulted in a panel of 11 transcripts (6 regulated by 2 μg Se/g and 5 regulated by Se deficiency), with an overall correlation coefficient of 0.9988 (P < 10^-6^) that accounted for 99% of the variation in liver Se concentration over the full range from 0 to 5 μg Se/g diet (Figure 7). In contrast, panels based on conventional liver selenoenzyme activity biomarkers (Gpx1 plus Gpx4 activity) or blood selenoenzyme biomarkers (RBC Gpx1 plus plasma Gpx3 activity) only predicted 57% or 80%, respectively, of the variability in liver Se concentration.

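Rgs4, Ccdc80, Oxct1, Cirbp, Ugt2b7, Selenoh, Gpx1, Selenot and Txnrd3, the 9 candidates for the panel with a matching probe set of 1 symbol, were regressed on the log2 of dietary Se in all 18 rat arrays. Liver Se concentrations were not used here, and the elimination of transcripts, in which the paper does not name the one removed, was not repeated. The 9 transcripts accounted for 95.7% of the variation, and for 77.5% when each array was predicted from the others. As 9 transcripts leave few degrees of freedom among 18 arrays, random panels are the reference. Among 1000 random panels of 9 probe sets the median was 65.5%, and 0 reached the value of these 9. With each array predicted from the others 1 of the 1000 was as high. The transcripts were selected on the same rats, which favours them over random ones. With untransformed dietary Se the values were 91.8% and 69.2%, and 86 and 37 random panels were as high. Without replicates 1 and 2 at 2 μg Se/g the prediction of left-out arrays was 47.9%, and 23 random panels were as high.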

**Figure 7:**
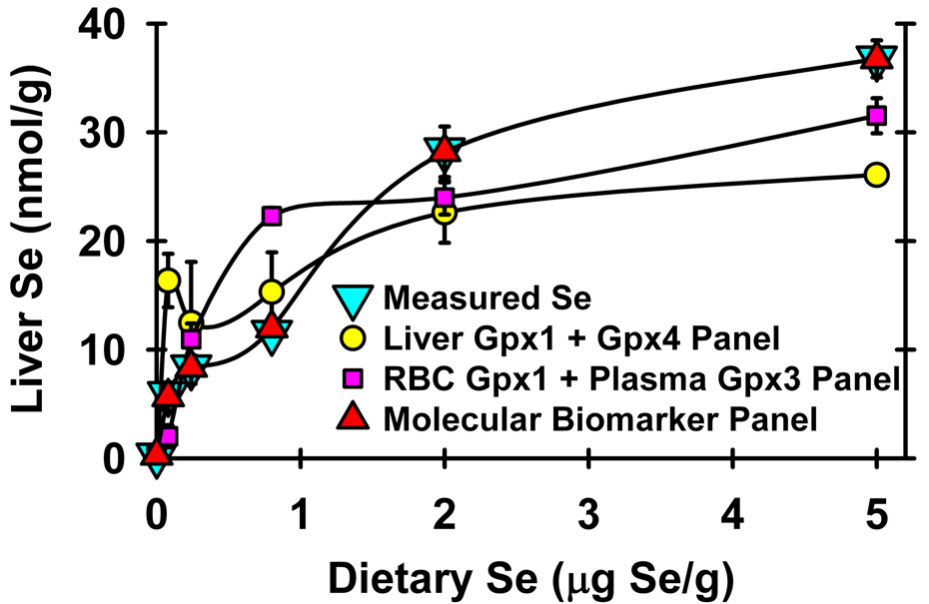
**Prediction of liver Se by biomarker panels**. Liver Se concentration activity as determined by actual measurement or calculated using biomarker panels based on liver Gpx1 plus liver Gpx4 activities, based on RBC Gpx1 plus plasma Gpx3 activities, or based on the 11-transcript molecular biomarker panel identified by multiple regression analysis, as described in the text. Values are means ± SEM.

## Discussion

In all 3 studies presented here, Se deficiency did not significantly affect growth, as observed in previous studies [4,5]. In rat study 2, however, a high Se intake of 5 μg Se/g diet significantly decreased growth as compared to intakes ≤ 2 μg Se/g diet. Growth defects and other symptoms of Se toxicity resulting from intakes of 3 to 5 μg Se/g have been reported in previous studies [1,31-33]. Although growth was not affected by Se deficiency, liver Se, liver and RBC Gpx1 activity, and plasma Gpx3 activity were all dramatically decreased in Se-deficient mice and rats as compared to Se-adequate animals. Gpx1 mRNA was also significantly down-regulated in Se-deficient tissues, 2.1 to 3.7 fold, and mRNA levels for several other selenoproteins were significantly down-regulated by Se deficiency, as we previously reported [8,26]. Thus, the Se-deficient animals were Se-deficient at the biochemical and molecular level, but otherwise indistinguishable from Se-adequate animals. 

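Gpx1 mRNA was lowest in Se deficiency and differed less among the other diets. In mouse liver it was 12.98 ± 0.10 in Se deficiency, 14.07 ± 0.01 at 0.05 and 14.13 ± 0.02 at 0.2 μg Se/g (log2, SD, n = 3). In mouse kidney it was 12.55 ± 0.20 in Se deficiency, 13.64 ± 0.08 at 0.05 and 13.81 ± 0.05 at 0.2 μg Se/g. In both mouse tissues the values at 0.05 lay below all those at 0.2 μg Se/g, although limma did not call Gpx1 there. In rat liver it was 13.89 at 2 and 13.97 at 5 μg Se/g, and its 3.65-fold fall in Se deficiency was the largest of the 3 tissues. At 5 μg Se/g 2 of 22 selenoproteins rose, Selenom by 1.44 and Selenon by 0.57, and 0 fell.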

Liver Gpx1 activity was not further increased by super-nutritional Se, and was slightly decreased by 5 μg Se/g as compared to the Se-adequate diet (0.24 μg Se/g), most likely due to liver damage.

Microarray analysis of >30,000 transcripts in the liver of rats fed Se deficient to 5 μg Se/g diet found that an intake of 5 μg Se/g is required to alter the expression of a large set of transcripts. This is the first report of a large and distinct transcriptional response profile induced by Se toxicity. In contrast, Se intakes less than 5 μg Se/g diet significantly changed < 10 transcripts as compared to a Se-adequate intake within an experiment. 

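Gpx1 in Se deficiency and Rgs4 at 2 μg Se/g were the transcripts called below 5 μg Se/g in rat study 2. The calls of 0 and 5 μg Se/g shared 0 probe sets, and those of 2 and 5 μg Se/g shared 1, Rgs4. All are taken against the same rats at 0.24 μg Se/g, so part of an overlap may come from the shared controls. In data with changes built in, 73.1% of changes of log2 1 and 32.8% of changes of 0.5 were found at 2 μg Se/g. Those data gave 138 calls, against 1 in the real comparison, and more calls ease the Benjamini-Hochberg cutoff. The shares are therefore likely too high for the real comparison. There, 1 of the 59 probe sets beyond the 2-fold lines was called. Small changes below 5 μg Se/g could thus be missed, and changes of 2-fold or more as well. The groups share one estimate of the spread, so the arrays at 2 μg Se/g bear on the count in Se deficiency too. With replicates 1 and 2 at 2 μg Se/g left out, 4 probe sets were called in Se deficiency, against 1 with all arrays.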

The distinct transcriptional effect of 5 μg Se/g correlates with growth and ALT activity, the other markers of toxicity measured in this study. The vastly expanded number of gene expression changes observed in this study thus is a newly-identified marker of Se toxicity. Importantly, as many as half of the 1193 transcripts altered by the 5 μg Se/g diet treatment may be Se-specific, as 715 transcripts still remained after removing transcripts responding to general toxicity and caloric restriction.

Previous microarray studies have investigated the transcriptional effects of Se supplementation up to 1.0 μg Se/g diet in rodents, of up to 200 μg Se/day in human subjects, and of up to 22 μM Se in cultured cells. A search of the Se-regulated genes in 9 previous Se microarray studies [11-18,34] found only a few genes that were identified in more than 1 study. The only genes regulated by >3 studies, however, were selenoproteins, suggesting that most of the genes identified were not responding specifically to high Se. Many of these studies are complicated by the fact that high Se treatments were only compared to Se-deficient treatments, so that many of the transcriptional changes are likely to be the result of Se deficiency instead of Se supplementation. One study that did compare a high Se treatment to a Se-adequate treatment (1.0 μg Se/g vs. 0.2 μg Se/g) [13], found no significantly altered genes. Based on the present study, it is very likely that the lack of Se-specific regulation in these previous studies is due to insufficient Se to cause large, significant transcriptional responses. Additional studies with near toxic Se levels may be necessary to determine whether the transcripts identified in the present study are truly Se-specific.

The levels of high Se in the present studies (8, 20 and 50-times the Se requirement) are relevant to high Se intakes in humans. A study of Chinese subjects living in a high Se area of China found no adverse effects of Se at intakes of 800 μg/day (16X requirement) [35]. A small supplementation trial in men with prostate cancer gave subjects 1600 or 3200 μg Se/d as selenized yeast (32X and 64X requirement) for about 12 months and found no observable adverse effects in the group supplemented with 1600 μg Se/d [36]. The subjects supplemented with 3200 μg Se/d, however, reported symptoms of Se toxicity, and a few men reached plasma Se levels exceeding 1000 ng/ml, which was reported to be the threshold for the onset of Se toxicity in the Chinese study [35]. These reports in humans agree with the observations from the present study of no adverse effects of intakes up to 20-times the requirement and significant signs of Se toxicity at intakes ≥50-times the requirement. Additionally, the microarray data presented here indicates that super-nutritional Se intakes 8 to 20-times the Se requirement are not sufficient to cause a large transcriptional response. This is an important point because levels used in cancer prevention trials are typically 200 μg/day, or 4-times the requirement, which will bring total Se intake to 5 to 8-times the requirement depending on dietary Se intake from foods. This data thus suggest that cancer prevention associated with super-nutritional Se supplementation may not be mediated by transcriptional changes.

Se deficiency highly regulates the expression of some, but not all selenoprotein mRNAs [5,8,26,37]. Most notable of the regulated selenoprotein genes is Gpx1, with its expression dropping to < 10% of Se-adequate levels in the rat model. Our recent studies have shown that in addition to Gpx1, Sepw1 and Selh are also highly regulated by Se deficiency and several other selenoprotein mRNAs are moderately regulated [8,26]. Interestingly, there were no additional non-selenoprotein genes found to be down-regulated by Se deficiency, reinforcing the Se-specificity of selenoprotein regulation. 

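Cbr3 was at 6.54 ± 0.18 in liver of mice fed 0.05 μg Se/g (log2, SD, n = 3), a log2 change from 0.2 μg Se/g of 0.10 (SE 0.15). Abcc4 was at 6.94 ± 0.21, a log2 change of −0.19 (SE 0.22), and Hspb1 at 8.52 ± 0.16, a log2 change of 0.12 (SE 0.12). Gsta2, Cbr1, Nqo1 and Gsta4 had log2 changes of −0.51, −0.10, −0.14 and −0.27. In kidney at 0.05 μg Se/g the log2 changes were −0.11 for Gsta3, −0.30 for Abcc4 and −0.06 for Nqo1. The adjusted p from limma was 1.0 for each of these genes in both tissues. Limma called 0 probe sets at 0.05 μg Se/g in liver and 0 in kidney, with 878 and 1311 of 45037 at an unadjusted p under 0.05.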

Importantly, both microarray and qRT-PCR expression of the genes up-regulated in Se deficiency show that like selenoprotein mRNAs, these genes are restored to adequate levels in the mice fed a Se marginal diet (0.05 μg Se/g diet) (Additional file 1, Figure S1).

A small set of genes were found to be significantly and consistently up-regulated by Se deficiency. Comparison of these genes with a dataset of 21 well-characterized Nrf2-targeted genes containing Nrf2-binding sites [38] plus a dataset of 1055 Nrf2-targeted genes identified recently by ChiP analysis [39] revealed that the majority of the genes up-regulated by Se deficiency were Nrf2 targets (Table 1). 

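Nrf2 targets were higher in Se-deficient mouse liver. Of 34 textbook targets, listed before the data were examined, 2 rose (Cbr3 and Abcc4) and 0 fell, and adjusted over the list alone 17 were higher and 1, Txnrd1, was lower. The median log2 change was 0.29. Members beyond those already named include Ugdh at 0.42 (SE 0.08, n = 3), Srxn1 at 0.35 (SE 0.09), Gclc at 0.38 (SE 0.10) and Gsr at 0.29 (SE 0.09), which act in glucuronidation, peroxiredoxin repair and glutathione supply. Camera's adjusted p was 0.022 with an estimated correlation.

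In mouse kidney 0 of the 34 rose, and 6 were higher over the list alone, with a median of 0.16. In rat liver 0 rose and 8 were higher over the list alone, with a median of 0.31. Akr7a3, an aflatoxin aldehyde reductase, had a log2 change of 1.84 (SE 0.34, adjusted p = 0.34) in rat liver, and Gclm had 0.77 (SE 0.19). In both tissues the list is lost with an estimated correlation (adjusted p = 0.12 in kidney and 0.15 in rat liver).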

NADPH dehydrogenase quinone 1 (Nqo1), a classic target of Nrf2 [40,41], did not reach significance in this study, but was up-regulated 1.5 to 2 fold by Se-deficient treatments. Similarly, ABC transporters (also known as multidrug resistance proteins) and glutathione S-transferases, are known targets of Nrf2 regulation [42,43], and were consistently up-regulated by Se deficiency. Two of the up-regulated ABC transporters, Abcc4 and Abcc3, are reported to be involved in detoxification of a variety of drugs including acetaminophen [44]. In comparison, the only gene down-regulated by Se-deficiency and overlapping with these Nrf2 datasets was thioredoxin reductase-1 in mouse liver (Table 2). 

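Txnrd1, the cytosolic thioredoxin reductase, is both a selenoprotein and an Nrf2 target. In Se-deficient mouse liver its log2 change was −0.65 (SE 0.10, n = 3, adjusted p = 0.098), and its other probe sets changed by −0.40 and −0.18. It was called with the replicate number as a block (adjusted p = 0.013), with quantile normalization, with array weights and with all mouse arrays in one fit, and not with only the 2 groups in the fit (adjusted p = 0.41). It had −0.38 (SE 0.12) in mouse kidney and −0.75 (SE 0.21) in rat liver in Se deficiency. At high Se it lay on the other side, at 0.61 (SE 0.21) at 2 and 0.58 (SE 0.21, adjusted p = 0.21) at 5 μg Se/g.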

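Tsku, a secreted leucine-rich repeat protein, had a log2 level of 11.16 at 2 μg Se/g and 9.94 at 0.24 μg Se/g (n = 3 each). Its log2 change was 1.22 (SE 0.24, adjusted p = 0.32). At 5 μg Se/g it was at 10.77, and at 0.08 and 0.8 μg Se/g in rat study 1 it was at 10.63 and 10.73. Of the 34 textbook Nrf2 targets 0 rose at 2 μg Se/g and 2 were higher over the list alone, Akr1b8 and Abcc4. With an estimated correlation the adjusted p of the list was 0.69.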

Two additional Nrf2 target genes, Rgs4 and Tsku, were also found to be up-regulated by 2 μg Se/g diet (Table 3). Overlap analysis of the 1193 transcripts that were significantly altered by 5 μg Se/g diet and the Nrf2-regulated gene datasets identified 99 Nrf2 targets that were differentially-regulated in Se toxicity (Additional file 3, Table S1), including 49 genes retained in the Se-specific dataset. 

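Slc7a11, the cystine transporter, rose at 5 μg Se/g by 2.46 (SE 0.22, n = 3, adjusted p = 0.00037), and Gstp1, a glutathione transferase, rose by 2.45 (SE 0.41, adjusted p = 0.0084). Gstm3 rose by 2.23 (SE 0.47, adjusted p = 0.026), Gsta3 by 1.22 (SE 0.23, adjusted p = 0.017), Maff by 0.90 (SE 0.13, adjusted p = 0.0049) and Srxn1 by 0.90 (SE 0.22, adjusted p = 0.048). Hmox1 and Gclm had log2 changes of 0.88 (SE 0.25, adjusted p = 0.10) and 0.32 (SE 0.19, adjusted p = 0.47). Of the 34 textbook targets, a list the study did not choose, 9 rose and 0 fell (14 and 0 over the list alone), with a median of 0.35. Camera's adjusted p was 1.7e-09 at the preset correlation and 0.11 with an estimated correlation, so the call on this list is lost.

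Of the paper's own list of targets 96 were measured with 1 symbol, and 54 rose and 13 fell (72 and 21 over the list alone), with a median of 0.68. Among them Ddr2, a collagen receptor, rose by 2.00, Prkar2b by 1.50, Klf6 by 1.45 and Fyn by 1.31, and Il33 fell by 1.32. These genes were selected for their change in the same rats, so their adjusted p of 0.0089 with an estimated correlation is not independent evidence.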

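Abcc3, Abcc4, Gsta3 and Srxn1 are the textbook Nrf2 targets that were called at 5 μg Se/g and also had higher means in Se-deficient rat liver over the list alone. Akr1b8, Slc7a11, Gstp1 and Gstm3 were called at 5 μg Se/g, and in Se-deficient rat liver their log2 changes were 0.61 (SE 0.25), 0.30 (SE 0.22), 0.27 (SE 0.41) and 0.02 (SE 0.47, n = 3). Akr7a3 had 1.14 (SE 0.34, adjusted p = 0.12) at 5 μg Se/g.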

The prevalence of Nrf2-regulated genes in genes significantly altered by Se toxicity as well as up-regulated by Se deficiency indicates that Se excess as well as Se deficiency increases oxidative stress.

Functional analysis of the genes in the Se-specific dataset indicates their involvement in processes such as cell movement/morphogenesis and development/angiogenesis (Table 4). ECM-related genes were particularly affected by Se toxicity. For example, collagen fibril organization was enriched by a factor of 6.72 (6 of 23 total genes present in the Se-specific set, FDR = 0.006). 

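Lox, which cross-links collagen and elastin, rose at 5 μg Se/g by 2.27 (SE 0.31, n = 3, adjusted p = 0.0034). Tnc, a matrix glycoprotein of tissue repair, rose by 1.80, Plod2, a collagen lysyl hydroxylase, by 1.68, and the laminin chains Lama5 and Lama4 by 1.69 and 1.48. Loxl1, Fbn1 and Hspg2 rose by 1.05, 1.02 and 0.83. Of 45 matrix genes other than collagens, listed before the data were examined, 13 rose and 1 fell (26 and 1 over the list alone), with a median log2 change of 0.66. The one that fell is Ecm1, at −2.32 (SE 0.21, adjusted p = 0.00037). Camera's adjusted p was 0.035 with an estimated correlation and 0.11 without replicates 1 and 2 at 2 μg Se/g, where 16 rose and 1 fell.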

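Col12a1 rose at 5 μg Se/g by 1.30 (SE 0.18, n = 3, adjusted p = 0.0034), and 2 other probe sets at −0.19 were not called. Col5a2 rose by 1.03 (SE 0.14, adjusted p = 0.0034) and by 0.92 in its other probe set. Col1a2 rose by 1.20 (SE 0.25, adjusted p = 0.025) and by 1.49 in its other probe set. Col11a1 rose by 1.24 (SE 0.29, adjusted p = 0.042), and its other probe sets, at −0.06 and 0.42, were not called. Serpinh1, a chaperone of collagen folding, rose by 1.18 (SE 0.23, adjusted p = 0.017), with a second probe set at 0.27 that was not called. Anxa2, a membrane-binding annexin, rose by 1.48 (SE 0.32, adjusted p = 0.030), with a second probe set at 0.02 that was not called. Col1a2 and Col11a1 were not called when only the 2 groups entered the fit, Col1a2 with all rat arrays in one fit, Anxa2 and Col11a1 with a replicate block, and Col11a1 without replicates 1 and 2 at 2 μg Se/g. Leaving out 1 array at 0.24 or 5 μg Se/g ended the call of Anxa2 and Col11a1 for any array but replicate 3 at 5 μg Se/g (adjusted p from 0.085 to 0.15). It did so for Serpinh1 with replicate 1 or 3 at 0.24 or replicate 1 or 2 at 5 μg Se/g (0.051 to 0.079) and for Col1a2 with replicate 1 or 3 at 0.24 or replicate 2 or 3 at 5 μg Se/g (0.066 to 0.11).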

The genes in this category included four collagen genes (Col12a1, Col5a2, Col1a2, Col11a1), one serine proteinase inhibitor (Serpinh1) and one annexin (Anxa2). Further searching of the Se-specific dataset found a total of seven collagen genes. In addition, many other ECM-related genes were present in the 5 μg Se/g dataset. 

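Col4a1 and Col4a2, the chains of basement membrane collagen, rose at 5 μg Se/g by 2.04 (SE 0.18, n = 3, adjusted p = 0.00037) and 1.65 (SE 0.24, adjusted p = 0.0042). Col1a1, of fibrillar collagen, rose by 1.62 (SE 0.22, adjusted p = 0.0034), and Col6a3 rose by 1.36 (SE 0.30, adjusted p = 0.034). Of 20 collagen genes 8 rose and 0 fell (12 and 2 over the list alone), with a median of 0.65. Camera's adjusted p was 8.7e-09 at the preset correlation and 0.057 with an estimated correlation, so the call on this list is lost.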

Collagen genes were also reported to be regulated by Se-methylselenocysteine in a prostate cancer cell line (LNCaP), but only one of these (Col4a5) was regulated in the same direction in the present study [17]. 

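Col4a5, a basement membrane collagen chain, had a log2 change of 0.76 at 5 μg Se/g (SE 0.18, n = 3, adjusted p = 0.053). It was called in the fit of all 18 rat arrays, without replicates 1 and 2 at 2 μg Se/g, and without the probe sets with a mean below the median. Other fits that called it were those with only the 2 groups, array weights, a replicate block and the Lys and Phe covariate. It was not called with trend and robust, with quantile normalization or with 1 array left out.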

Additional evidence for an association between Se and collagen metabolism comes from a study which found that Se supplementation of rats with 0.3 μg Se/g diet for 10 weeks increased collagen content of the skin, but decreased it in other tissues including liver [45]. The regulation of ECM components may also be relevant to the anti-carcinogenic effect of Se as the ECM plays an important role in cell migration and tumor progression. In addition, collagen-regulation by Se may underlie some physiologic effects of Se toxicity, as the symptoms of Se toxicity include changes or malformations in tissues comprised primarily of collagen, nails and hair in humans and hooves in grazing animals [9,46].

Genes related to glucose metabolism were enriched in the clusters that were up-regulated to some extent by 2 as well as 5 μg Se/g diet. There is some evidence that high Se status is related to diabetes and it is known that a selenosugar is one of the major excretory metabolites for Se [24,25,47]. Se-regulation of glucose-related genes may be another piece of the puzzle linking Se and glucose metabolism.

We also conducted GOMiner analysis of the genes that were removed from the original 1193-transcript toxic Se dataset due to overlap with genes altered by general toxicity and/or calorie restriction. This analysis identified 90 significantly enriched (False Discovery Rate = FDR < 0.05) biological processes that were not specifically associated with Se toxicity; these processes appeared to be more varied than those found in the Se-specific dataset (Additional file 4, Table S2).

Very few transcripts were significantly regulated by the sub-toxic intake of 2 μg Se/g diet, but there were several clusters of transcripts altered significantly by 5 μg Se/g which were also variably affected by 2 μg Se/g diet. Two of the conventional biomarkers, growth and ALT activity, suggest 5 but not 2 μg Se/g diet is toxic. AST activity, however, suggests that high Se intake at 2 μg Se/g as well as in Se deficiency is also just beginning to cause some liver damage. Previous studies have reported adverse effects, such as reduced body weight and liver damage, from Se intakes as low as 3 μg Se/g [31]. Further studies are necessary to determine whether the transcripts within the clusters similarly regulated by 2 and 5 μg Se/g diet would gain significance and correlate with other markers of Se toxicity if studied at intakes between 2 and 5 μg Se/g diet. As 2 μg Se/g diet borders on a toxic Se intake, the 6 transcripts that were significantly regulated by this treatment may prove to be useful biomarkers of high Se intake before adverse effects are observed.

To illustrate the potential utility of a small set of high Se regulated transcripts as biomarkers of Se status, these transcripts and those regulated by Se deficiency were used successfully to predict liver Se concentration. Liver Se concentration was chosen as a marker of Se status for this example because it represents a pool of Se that continues to increase above the Se requirement, similar to hypothetical pools of Se associated with the anticarcinogenic activity of Se. The resulting 11-gene biomarker panel accounted for 99% of the variability in liver Se concentration across the range from Se-deficient to toxic Se, illustrating the potential of molecular biomarkers to predict Se status. Comparison of the molecular biomarker panel curve in Figure 7 with the conventional biomarker curves shown in Figure 2B-D clearly illustrates why these conventional biomarkers are ineffective for assessment of high Se status.

The high Se regulated transcripts identified in this study were associated with high Se intake in rats, but these studies did not show that these changes are specific for super-nutritional or toxic Se status. The use of transcript datasets associated with general toxicity or calorie restriction reduced the dataset to 667 unique transcripts which were more likely to be Se-specific, but, as shown by the variety of biological processes enriched in this dataset (Table 4), it is clear that most of these transcripts are likely to be altered by a variety of conditions, not just high Se. The molecular biomarker panel, however, illustrates that it may be possible to identify panels of these transcripts that collectively can be specific for a condition such as high Se status. Additional studies will be needed to further refine the sets of Se-specific transcripts that can be used as biomarkers and to uncover genes and processes associated with Se homeostasis and the effects of high Se supplementation.

## Conclusion

This study showed that a Se intake which affected conventional markers of toxicity in rats (5 μg Se/g diet) also altered the expression of 1193 transcripts when compared to Se-adequate rats. High, but non-toxic Se intakes (0.8 and 2 μg Se/g diet), however, produced very few expression changes, providing the first evidence that a vastly expanded number of transcriptional changes is a biomarker of Se toxicity. Over half of the transcripts regulated by Se toxicity may be Se-specific, as 715 transcripts still remained after removing those responding to general toxicity and caloric restriction. Genes that respond specifically to Se toxicity are enriched in processes related to the extracellular matrix, including a number of collagen genes. In addition to down-regulating selenoprotein genes, Se deficiency consistently up-regulated several genes known to be targets of Nrf2 regulation. The small set of transcripts significantly regulated by 2 μg Se/g diet combined with those regulated by Se deficiency was used to identify a biomarker panel that over the range from Se-deficient to 50-times the requirement could account for 99% of the variability in liver Se concentration. Further studies at Se intakes between 2 and 5 μg Se/g diet will be needed to better define the association between transcriptional changes and Se toxicity. In addition, microarray studies on toxic Se intakes with other forms of Se such as selenomethionine, high Se yeast and selenate may help to identify regulated transcripts that are specific for different forms of Se and ideally even to identify biomarkers specific for high Se status regardless of Se form.

## Methods

### Reagents

Molecular biology reagents were purchased from Promega (Madison, WI), Invitrogen (Carlsbad, CA) or Sigma (St. Louis, MO). All other chemicals were of molecular biology or reagent grade.

### Animals and Diets

#### Mouse Study

Male mouse pups from Se-adequate dams in our wild-type colony (predominately C57 black background) were weaned 18 days after birth and housed individually in hanging-wire cages, as described previously in detail [26]. The basal Se-deficient diet was a torula-yeast diet containing 0.005 μg Se/g by analysis, supplemented with 100 mg/kg all-rac-α-tocopherol acetate and 0.4% L-methionine to prevent liver necrosis and ensure adequate growth, as described previously [4]. Mice were fed the basal diet supplemented with 0, 0.05, or 0.2 μg Se/g as Na_2_SeO_3 _for 35 days (n = 3/group) to provide Se-deficient, Se-marginal or Se-adequate diets.

#### Rat Studies 1 and 2

Male, 21-day old weanling rats were obtained form Holtzman (Madison, WI) and were housed individually in hanging-wire cages. Study 1 rats were fed the basal Se-deficient diet supplemented with graded levels of Se: 0, 0.016, 0.04, 0.06, 0.08, 0.12, 0.16, 0.24, 0.4 or 0.8 μg Se/g diet as Na_2_SeO_3 _for 28 days (n = 6/group), as described previously in detail [8]. Study 2 rats were fed the basal diet supplemented with 0, 0.08, 0.24, 0.8, 2 or 5 μg Se/g diet (n = 4/group) for 28 days. All animals had free access to food and water and body weight was measured bi-weekly. The care and treatment protocols were approved by the University of Wisconsin Institutional Animal Care and Use Committee.

### Enzyme Activity Analysis

Tissue supernatants were prepared by homogenizing in 9 volumes of sucrose buffer [20 mM Tris/HCl, pH 7.4, 0.25 M sucrose, 1 mM EDTA and 0.1% peroxide-free Triton X-100]. Homogenates were centrifuged at 10,000 g for 15 min at 4°C, model J2-21M, JA-21 rotor (Beckman Instruments, Palo Alto, CA). Gpx1 activity in liver, kidney and red blood cells and Gpx3 activity in plasma were measured by the coupled assay procedure using 120 μM H_2_O_2 _[48]. Gpx4 activity was measured by the coupled assay procedure using 78 μM phosphatidylcholine hydroperoxide, its specific substrate [5]. For both assays, 1 unit is the amount of enzyme that will oxidize one μmole of GSH per min under these conditions. Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activity were measured in study 2 rat plasma using kits #318 and #319, respectively, following the manufacturer's protocol (Genzyme Diagnostics, Charlottetown PE, Canada). The protein concentrations of samples were determined by the method of Lowry et al. [49]. Neutron activation analysis was kindly conducted by the University of Missouri Research Reactor to determine liver and diet Se concentrations [50]. NIST SRM 1577 Bovine Liver was used as a certified quality control sample for the liver analyses.

### RNA isolation and microarray processing

Total RNA from mouse liver and kidney (n = 3/diet group) was isolated with TRIzol Reagent (Invitrogen, Carlsbad, CA) following the manufacturer's protocol. Subsequently, mRNA was purified using an oligo-dT-linked Oligotex resin (Qiagen, Valencia, CA). The resulting mRNA (1 μg) was used to synthesize double stranded cDNA [51], which was then purified and used for in vitro transcription of biotin-labeled cRNA with the Enzo BioArray HighYield RNATranscript Labeling Kit. The cRNA was purified using an RNeasy kit (Qiagen) and fragmented at 94°C for 35 min in a buffer containing 200 mM Tris-Acetate, pH 8.0, 500 mM potassium acetate, 150 mM magnesium acetate. Integrity and size of total RNA, cRNA and fragmented cRNA for each sample was determined by formaldehyde-agarose gel electrophoresis. RNA or DNA obtained at each step was quantitated using a ND-1000 UV-Vis Spectrophotometer (NanoDrop Technologies, Wilmington, DE). The mouse study used GeneChip Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA), which contain over 45,000 probe sets that target transcripts that represent over 34,000 mouse genes. Fragmented cRNAs and GeneChip arrays were submitted to the Gene Expression Center at UW-Madison for hybridization, washing and scanning following standard manufacturer's protocols.

Total RNA from rat liver was isolated as described above and was then submitted to the Gene Expression Center at UW-Madison for processing to cRNA, hybridization, washing and scanning. The rat studies used GeneChip Rat Genome 230 2.0 arrays (Affymetrix), which contain over 31,000 probe sets that target transcripts representing over 28,700 rat genes.

### Microarray analysis

Robust Multichip Averaging (RMA) was used to correct for background, normalize and generate expression data [52]. The .CEL files for each microarray study were analyzed with the affy package within the Bioconductor open-source project using 'R' statistical software [53]. Arrays were processed separately for each study and for each tissue within the mouse study. The Limma (Linear Models for Microarray Data) package was then used to identify differentially expressed transcripts from the RMA normalized data [54]. This package uses linear models and Bayesian statistics to test the variance in expression of each probe set on the array and P-values are then adjusted for multiple testing. For each analysis a contrast matrix was designed to identify differentially expressed probe sets in each Se treatment group as compared to the Se-adequate group (0.2 μg Se/g diet for mice and 0.24 μg Se/g diet for rats). The arrays from rat study 1 were also analyzed separately using RMA and Limma to compare expression in 0.8 vs. 0.08 μg Se/g diet rats. A probe set was considered differentially expressed if the adjusted P-value was < 0.05. The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [55] and are accessible through GEO Series accession number GSE23895

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23895.

### qRT-PCR analysis

Selected genes found to be differentially expressed by microarray were validated with qRT-PCR as previously described [26]. Relative expression was calculated using the method of Pfaffl [56], normalized to the mean of control genes Actb and Gapdh and set relative to the mean of Se-adequate animals. qRT-PCR and RMA expression data are presented as mean " SEM (n = 3/diet group).

### Transcript Filtering, Clustering and Functional Analysis

Transcripts that were significantly regulated by Se toxicity (5 μg Se/g diet) were filtered to obtain a set of Se-specific response transcripts. Transcripts in the Se toxicity set were compared to transcripts on the RatToxFX 1.0 array (Affymetrix) and to probe sets altered by caloric restriction in a recent study by Pohjanvirta et al. [29]. Caloric restriction microarray data was downloaded from the Gene Expression Omnibus at NCBI (GEO accession number = GSE9121) and independently analyzed from the treatment restricting feed intake in rats for 10 days vs. control rats. The probe sets found to overlap between the Se toxicity set and these datasets were then removed to enrich the data with Se-specific transcripts. Additionally, redundant probe sets representing genes found to overlap between datasets were removed from the Se toxicity set. Hierarchical clustering was performed on the remaining transcripts using RMA-calculated expression and visualization of the resulting tree was done with Treeview software [57]. The GOMiner tool was used to identify biological processes that were significantly enriched in the particular datasets vs. all genes on the Rat 230 2.0 Genome array [58]. A biological process was considered significantly enriched if the false discovery rate (FDR) was less than 0.05.

### Multiple Regression Analysis

Microarray expression values for potential biomarker genes were regressed against corresponding liver Se concentrations using the Excel 2007 Data Analysis add-in, as described previously [30]. Biomarkers with non-significant coefficients were removed in a step-wise fashion until all remaining biomarkers in the panel had significant coefficients (P < 0.05).

### Statistics

Animal growth, Se concentrations, enzyme activities and relative expression data are presented as mean ± SEM. For the mouse study and rat study 1, n = 3/group. For rat study 2, n = 3 or 4/group. All data were analyzed by ANOVA using a fixed model testing the main effect of diet. Significant differences between means were assessed by Duncan's multiple range analysis (P < 0.05) [59].

## Abbreviations

ALT: alanine aminotransferase; AST: aspartate aminotransferase; CalRestr: calorie restriction; ECM: extra cellular matrix; FDR: False Discovery Rate; GO: gene ontology; Gpx1: glutathione peroxidase-1; Gpx3: glutathione peroxidase-3; Limma: Linear Models for Microarray Data; NHANES: National health and nutrition examination survey; NPCT: National Prevention of Cancer Trial; Nqo1: NAD(P)H dehydrogenase, quinone 1; qRT-PCR: quantitative real time polymerase chain reaction; RBC: red blood cell; RDA: Recommended dietary allowance; RMA: robust multichip averaging; Se: selenium; SELECT: Selenium and Vitamin E Cancer Prevention Trial; UL: tolerable upper intake level.

## Authors' contributions

AMR conducted the research work, analyzed the data, and wrote and edited the manuscript. RAS was responsible for overseeing experimental design and for manuscript editing and preparation. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplemental Figure S1**. qRT-PCR and microarray expression for selected genes up-regulated by Se-deficiency. Click here for file

Additional file 2 **Supplemental Figure S2**. qRT-PCR and microarray expression for genes regulated by 2 μg Se/g diet. Click here for file

Additional file 3 **Supplemental Table S1**. List of known Nrf2-regulated transcripts with altered expression in rats fed 5 μg Se/g diet. Click here for file

Additional file 4 **Supplemental Table S2**. Full list of biological processes enriched in genes removed from the original toxic Se data set due to overlap with genes altered by general toxicity and/or calorie restriction. Click here for file

# Supplementary material for: Selenium toxicity but not deficient or super-nutritional selenium status vastly alters the transcriptome in rodents
**Source:** BMC Genomics. 2011 Jan 12;12:26. doi: 10.1186/1471-2164-12-26
**Supplement:** Additional file 1 — Supplemental Figure S1. qRT-PCR and microarray expression for selected genes up-regulated by Se-deficiency.

# Raines & Sunde, Supplemental Figure 1

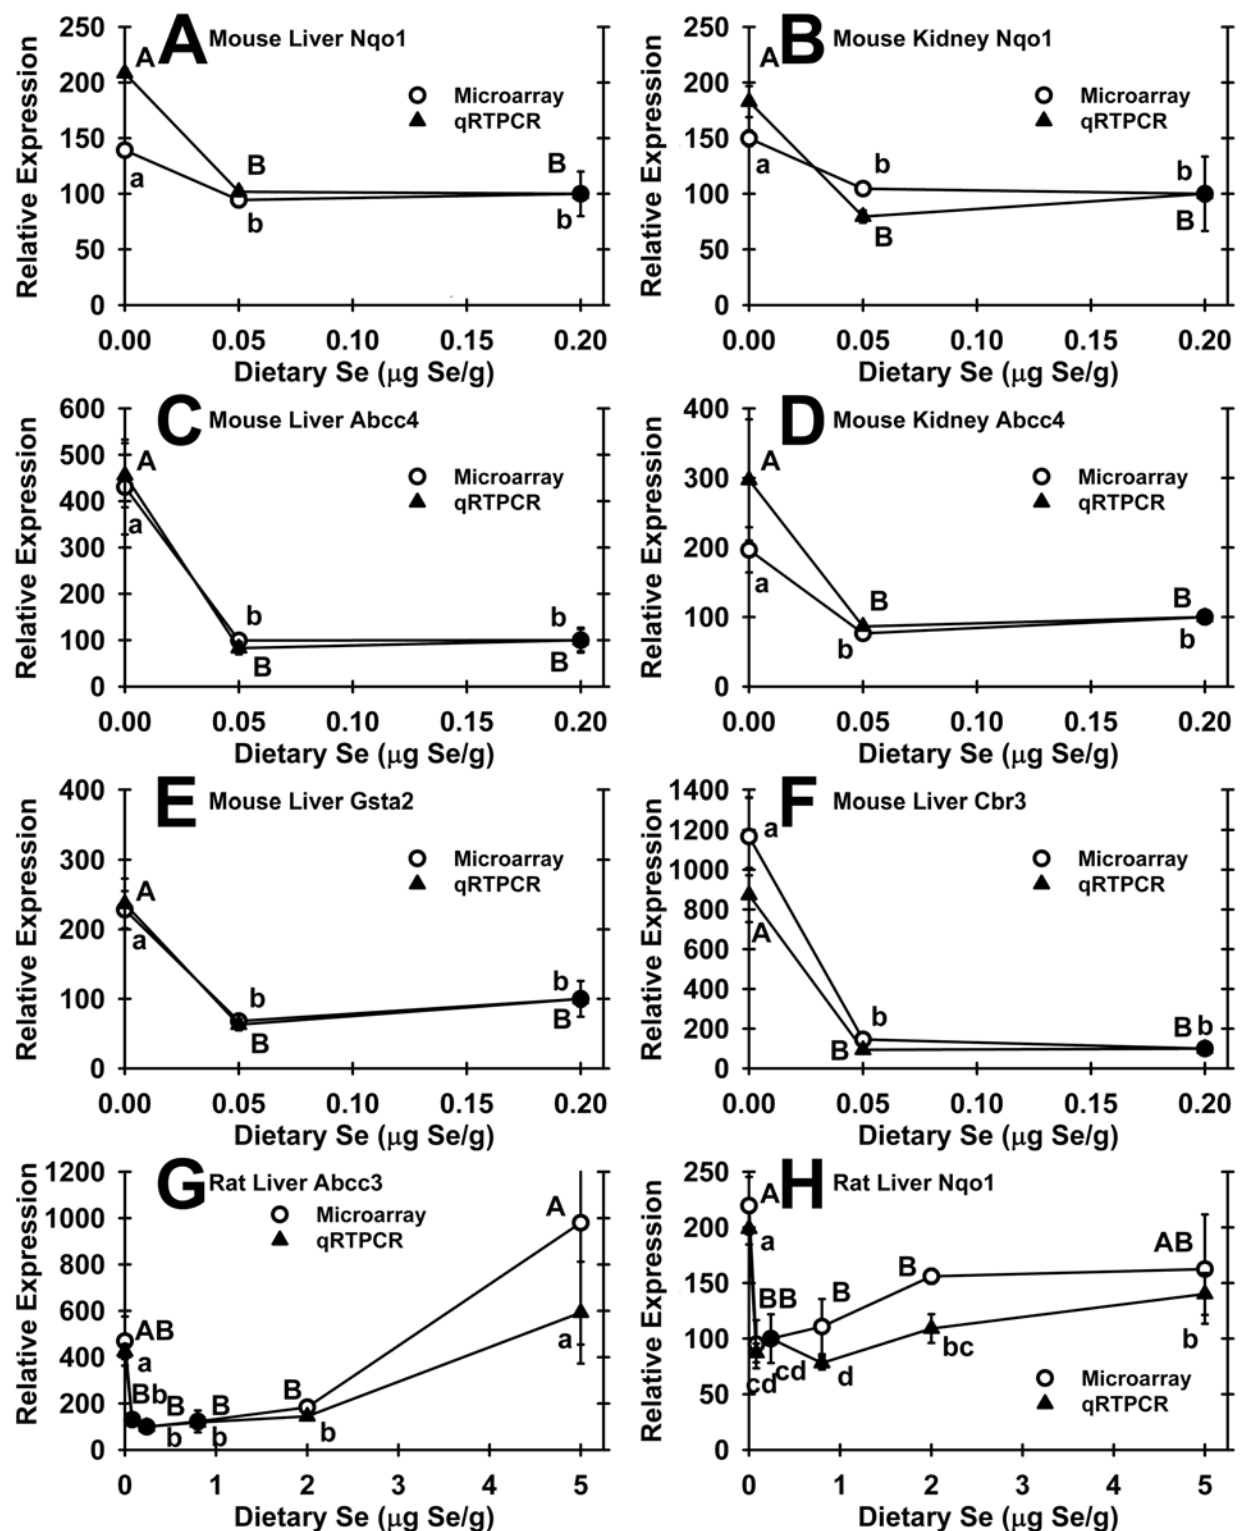

**Supplemental Figure 1. qRT-PCR and microarray expression for selected genes up-regulated by Se-deficiency.** Relative mRNA levels for Nqo1 (A, B), Abcc4 (C, D), Gsta2 (E), and Cbr3 (F) in mice fed diets supplemented with 0 to 0.2  $\mu\text{g Se/g}$ , and for Abcc3 (G) and Nqo1 (H) in rats fed diets supplemented with 0 to 5  $\mu\text{g Se/g}$ , as determined by microarray and qRT-PCR on total RNA from the indicated tissues. Microarray values are means  $\pm$  SEM (n=3) of RNA generated expression values. qRT-PCR values were determined in triplicate for each sample, normalized to the mean of Gapdh and Actb mRNA levels in each sample, expressed as a percentage of Se-adequate (0.2  $\mu\text{g Se/g}$ , mice; 0.24  $\mu\text{g Se/g}$ , rats) levels, and plotted as means  $\pm$  SEM (n=3). The effect of dietary Se was significant ( $P < 0.05$ ) for all response curves; values with a common letter are not significantly different ( $P \geq 0.05$ ).

# Supplementary material for: Selenium toxicity but not deficient or super-nutritional selenium status vastly alters the transcriptome in rodents
**Source:** BMC Genomics. 2011 Jan 12;12:26. doi: 10.1186/1471-2164-12-26
**Supplement:** Additional file 2 — Supplemental Figure S2. qRT-PCR and microarray expression for genes regulated by 2 μg Se/g diet.

## Raines & Sunde, Supplemental Figure 2 A-F

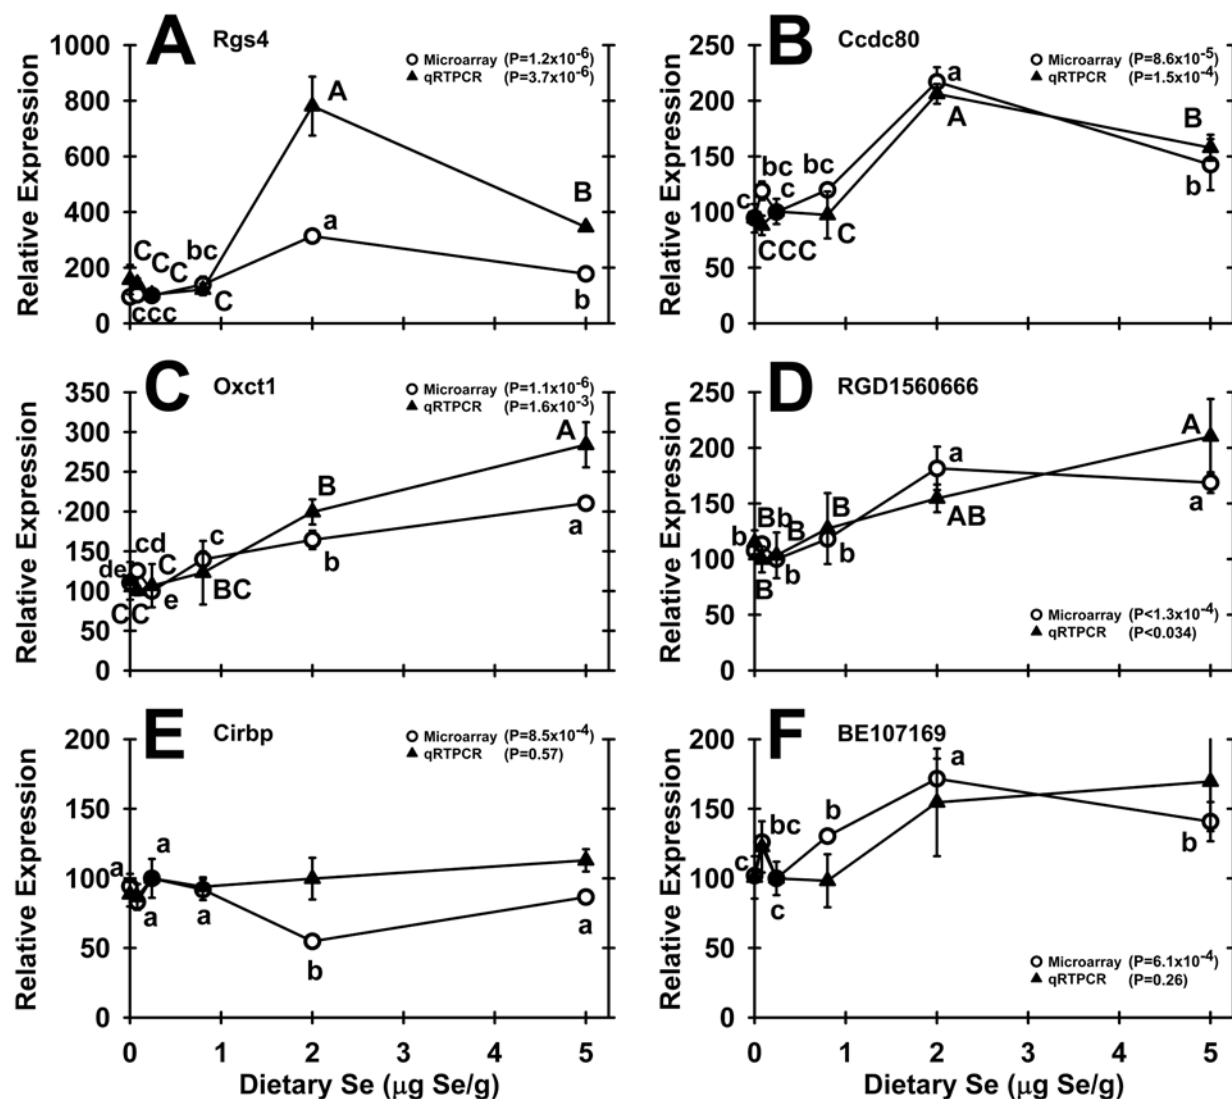

**Supplemental Figure 2. qRT-PCR and microarray expression for selected genes regulated by 2  $\mu\text{g Se/g}$ .** Relative mRNA levels for Rgs4 (A), Ccdc80 (B), Oxct1 (C), RGD1560666 (D), Cirbp (E), BE107169 (F), Timp3 (G), RGD15644865 (H), Tsku (I), AA945268 (J), and Hsph1 (K) in total liver RNA from rats fed diets supplemented with 0 to 5  $\mu\text{g Se/g}$ , determined as described in Supplemental Figure 1. Values are means  $\pm$  SEM ( $n=3$ ) of RNA generated expression values or qRT-PCR values. Indicated P-values were determined by ANOVA; values with a common letter are not significantly different ( $P \geq 0.05$ ) as determined by multiple range testing for datasets with  $P < 0.05$  by ANOVA.

## Raines & Sunde, Supplemental Figure 2 G-K

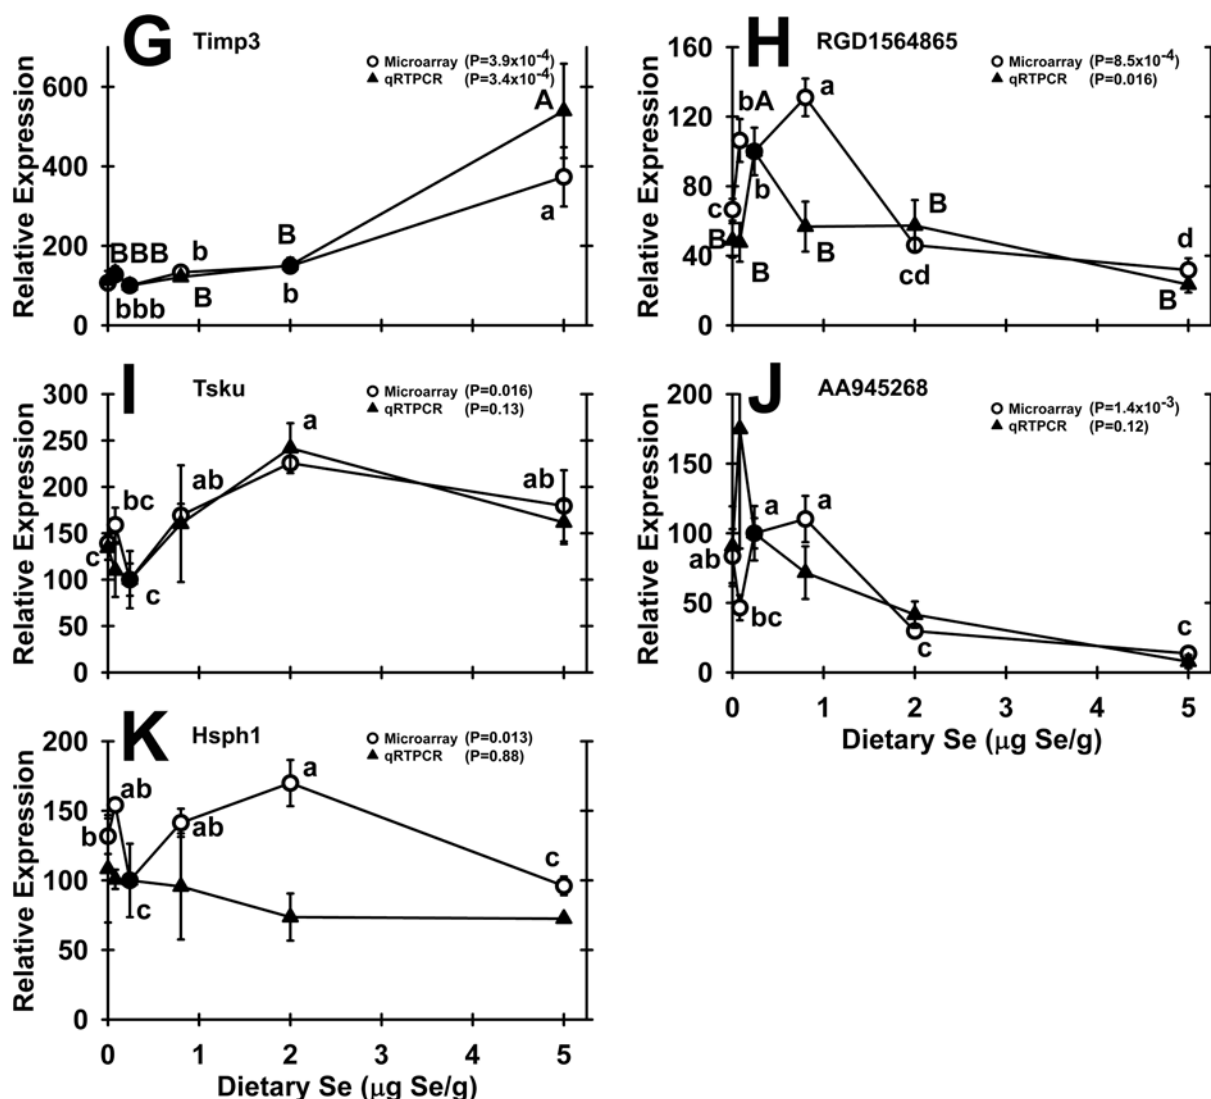

**Supplemental Figure 2. qRT-PCR and microarray expression for selected genes regulated by 2  $\mu\text{g Se/g}$ .** Relative mRNA levels for Rgs4 (A), Ccdc80 (B), Oxct1 (C), RGD1560666 (D), Cirbp (E), BE107169 (F), Timp3 (G), RGD15644865 (H), Tsku (I), AA945268 (J), and Hsph1 (K) in total liver RNA from rats fed diets supplemented with 0 to 5  $\mu\text{g Se/g}$ , determined as described in Supplemental Figure 1. Values are means  $\pm$  SEM ( $n=3$ ) of RMA generated expression values or qRT-PCR values. Indicated P-values were determined by ANOVA; values with a common letter are not significantly different ( $P \geq 0.05$ ) as determined by multiple range testing for datasets with  $P < 0.05$  by ANOVA.

# Supplementary material for: Selenium toxicity but not deficient or super-nutritional selenium status vastly alters the transcriptome in rodents
**Source:** BMC Genomics. 2011 Jan 12;12:26. doi: 10.1186/1471-2164-12-26
**Supplement:** Additional file 3 — Supplemental Table S1. List of known Nrf2-regulated transcripts with altered expression in rats fed 5 μg Se/g diet.

**Supplemental Table S1: Nrf1-targets regulated by 5 µg Se/g diet**

| <b>Genbank<br/>Accession</b> | <b>Gene<br/>Symbol</b> | <b>Gene Title</b>                                                                                                    | <b>Fold<br/>Change<sup>1</sup></b> | <b>Adj<br/>P-value<sup>2</sup></b> | <b>Se<br/>Specific<sup>3</sup></b> |
|------------------------------|------------------------|----------------------------------------------------------------------------------------------------------------------|------------------------------------|------------------------------------|------------------------------------|
| NM_012577                    | Gstp1                  | glutathione S-transferase pi 1                                                                                       | 5.66                               | 0.001                              |                                    |
| NM_001107673                 | Slc7a11                | solute carrier family 7 (cationic amino acid transporter, y+ ATP-binding cassette, sub-family C (CFTR/MRP), member 3 | 5.66                               | 0.000                              |                                    |
| NM_080581                    | Abcc3                  | ATP-binding cassette, sub-family C (CFTR/MRP), member 3                                                              | 5.28                               | 0.001                              |                                    |
| NM_019371                    | Egln3                  | EGL nine homolog 3 (C. elegans)                                                                                      | 4.59                               | 0.030                              |                                    |
| NM_020540                    | Gstm3                  | glutathione S-transferase mu 3                                                                                       | 4.59                               | 0.005                              |                                    |
| NM_001135009                 | Col4a1                 | collagen, type IV, alpha 1                                                                                           | 4.00                               | 0.000                              |                                    |
| NM_031764                    | Ddr2                   | discoidin domain receptor tyrosine kinase 2                                                                          | 4.00                               | 0.000                              |                                    |
| NM_012598                    | Lpl                    | lipoprotein lipase                                                                                                   | 4.00                               | 0.018                              |                                    |
| NM_001003401                 | Enc1                   | ectodermal-neural cortex 1                                                                                           | 3.73                               | 0.005                              |                                    |
| NM_031588                    | Nrg1                   | neuregulin 1                                                                                                         | 3.73                               | 0.000                              |                                    |
| NM_053861                    | Tnc                    | tenascin C                                                                                                           | 3.48                               | 0.001                              |                                    |
| NM_147210                    | Nr1d2                  | nuclear receptor subfamily 1, group D, member 2                                                                      | 3.25                               | 0.005                              |                                    |
| NM_001034952                 | Pqlc3                  | PQ loop repeat containing 3                                                                                          | 3.25                               | 0.000                              | X                                  |
| NM_053713                    | Klf4                   | Kruppel-like factor 4 (gut)                                                                                          | 3.03                               | 0.004                              | X                                  |
| NM_001008562                 | Lmcd1                  | LIM and cysteine-rich domains 1                                                                                      | 3.03                               | 0.005                              |                                    |
| NM_053018                    | Cd9                    | CD9 molecule                                                                                                         | 2.83                               | 0.010                              | X                                  |
| NM_053356                    | Col1a2                 | collagen, type I, alpha 2                                                                                            | 2.83                               | 0.007                              | X                                  |
| NM_001109093                 | Grb10                  | growth factor receptor bound protein 10                                                                              | 2.83                               | 0.000                              | X                                  |
| NM_001107635                 | Lama4                  | laminin, alpha 4                                                                                                     | 2.83                               | 0.000                              | X                                  |
| NM_001030020                 | Prkar2b                | protein kinase, cAMP dependent regulatory, type II beta                                                              | 2.83                               | 0.000                              | X                                  |
| NM_133411                    | Abcc4                  | ATP-binding cassette, sub-family C (CFTR/MRP), member 4                                                              | 2.64                               | 0.001                              |                                    |
| NM_031642                    | Klf6                   | Kruppel-like factor 6                                                                                                | 2.64                               | 0.000                              | X                                  |
| NM_053297                    | Pkm2                   | pyruvate kinase, muscle                                                                                              | 2.64                               | 0.001                              |                                    |
| NM_012755                    | Fyn                    | FYN oncogene related to SRC, FGR, YES                                                                                | 2.46                               | 0.000                              | X                                  |
| NM_001007554                 | Fblim1                 | filamin binding LIM protein 1                                                                                        | 2.30                               | 0.002                              | X                                  |
| NM_019337                    | Rgs10                  | regulator of G-protein signaling 10                                                                                  | 2.30                               | 0.007                              |                                    |
| NM_031544                    | Ampd3                  | adenosine monophosphate deaminase 3                                                                                  | 2.14                               | 0.000                              | X                                  |
| NM_001039002                 | Fam43a                 | family with sequence similarity 43, member A                                                                         | 2.14                               | 0.006                              |                                    |
| NM_001007712                 | Sdpr                   | serum deprivation response                                                                                           | 2.14                               | 0.006                              | X                                  |
| NM_001108080                 | Spic                   | Spi-C transcription factor (Spi-1/PU.1 related)                                                                      | 2.14                               | 0.025                              | X                                  |
| NM_053369                    | Tcf4                   | transcription factor 4                                                                                               | 2.14                               | 0.039                              | X                                  |
| NM_001034068                 | Tpm1                   | tropomyosin 1, alpha                                                                                                 | 2.14                               | 0.002                              | X                                  |
| NM_012620                    | Serpine1               | serine (or cysteine) peptidase inhibitor, clade E, member 1                                                          | 2.00                               | 0.003                              |                                    |
| NM_053424                    | Slc4a4                 | solute carrier family 4 (anion exchanger), member 4                                                                  | 2.00                               | 0.036                              |                                    |

|              |          |                                                              |      |       |   |
|--------------|----------|--------------------------------------------------------------|------|-------|---|
| NM_031695    | St3gal2  | ST3 beta-galactoside alpha-2,3-sialyltransferase 2           | 1.99 | 0.001 | X |
| XM_574285    | Ncoa7    | nuclear receptor coactivator 7                               | 1.96 | 0.015 | X |
| NM_012904    | Anxa1    | annexin A1                                                   | 1.93 | 0.030 | X |
| NM_080771    | Inhbb    | inhibin beta-B                                               | 1.93 | 0.010 |   |
| NM_022526    | Dap      | death-associated protein                                     | 1.89 | 0.022 |   |
| NM_012827    | Bmp4     | bone morphogenetic protein 4                                 | 1.88 | 0.020 |   |
| NM_001130573 | Maff     | v-maf musculoaponeurotic fibrosarcoma oncogene homolog F (av | 1.87 | 0.001 |   |
| NM_001047858 | Srxn1    | sulfiredoxin 1 homolog (S. cerevisiae)                       | 1.87 | 0.015 | X |
| NM_013107    | Bmp6     | bone morphogenetic protein 6                                 | 1.85 | 0.001 |   |
| NM_057211    | Klf9     | Kruppel-like factor 9                                        | 1.85 | 0.011 |   |
| NM_012580    | Hmox1    | heme oxygenase (decycling) 1                                 | 1.84 | 0.033 |   |
| NM_053966    | Lamc1    | laminin, gamma 1                                             | 1.82 | 0.001 |   |
| NM_001191705 | Fat4     | FAT tumor suppressor homolog 4 (Drosophila)                  | 1.77 | 0.047 | X |
| NM_017214    | Rgs4     | regulator of G-protein signaling 4                           | 1.77 | 0.018 | X |
| NM_001109255 | Sspn     | sarcospan                                                    | 1.77 | 0.013 | X |
| NM_022294    | Eltd1    | EGF, latrophilin and seven transmembrane domain containing 1 | 1.67 | 0.019 | X |
| NM_001108009 | Rasgrp3  | RAS guanyl releasing protein 3 (calcium and DAG-regulated)   | 1.65 | 0.042 |   |
| NM_001015020 | Tgif1    | TGFB-induced factor homeobox 1                               | 1.65 | 0.006 | X |
| NM_022946    | Dlgap1   | discs, large (Drosophila) homolog-associated protein 1       | 1.61 | 0.005 | X |
| NM_139252    | Ppap2c   | phosphatidic acid phosphatase type 2c                        | 1.61 | 0.041 |   |
| NM_001005547 | Tspan3   | tetraspanin 3                                                | 1.61 | 0.017 | X |
| NM_022407    | Aldh1a1  | aldehyde dehydrogenase 1 family, member A1                   | 1.59 | 0.012 |   |
| NM_001169103 | Crim1    | cysteine rich transmembrane BMP regulator 1 (chordin like)   | 1.59 | 0.040 |   |
| M_054011     | Sh3bp5   | SH3-domain binding protein 5 (BTK-associated)                | 1.58 | 0.048 | X |
| NM_001012044 | Lcp1     | lymphocyte cytosolic protein 1                               | 1.56 | 0.024 |   |
| NM_013194    | Myh9     | myosin, heavy chain 9, non-muscle                            | 1.56 | 0.023 |   |
| NM_001191560 | Atg16l2  | ATG16 autophagy related 16-like 2 (S. cerevisiae)            | 1.55 | 0.004 | X |
| NM_033485    | Pawr     | PRKC, apoptosis, WT1, regulator                              | 1.54 | 0.029 | X |
| NM_138914    | Fnbp1    | formin binding protein 1                                     | 1.53 | 0.014 |   |
| NM_001134727 | Lrch1    | leucine-rich repeats and calponin homology (CH) domain conta | 1.52 | 0.011 | X |
| NM_001007732 | Serpinb9 | serine (or cysteine) peptidase inhibitor, clade B, member 9  | 1.52 | 0.018 | X |
| NM_053653    | Vegfc    | vascular endothelial growth factor C                         | 1.52 | 0.006 | X |
| NM_001005265 | Cr1l     | complement component (3b/4b) receptor 1-like                 | 1.49 | 0.009 | X |
| NM_001108099 | Mdm2     | Mdm2 p53 binding protein homolog (mouse)                     | 1.49 | 0.009 |   |
| NM_001171177 | Tmtc2    | transmembrane and                                            | 1.49 | 0.038 | X |

|              |           |                                                              |       |       |   |
|--------------|-----------|--------------------------------------------------------------|-------|-------|---|
|              |           | tetratricopeptide repeat containing 2                        |       |       |   |
| NM_031118    | Soat1     | sterol O-acyltransferase 1                                   | 1.48  | 0.016 | X |
| NM_00116410  | Add3      | adducin 3 (gamma)                                            | 1.44  | 0.010 | X |
| NM_001108422 | Plxdc2    | plexin domain containing 2                                   | 1.43  | 0.043 | X |
| NM_001106268 | Chsy1     | chondroitin sulfate synthase 1                               | 1.42  | 0.049 | X |
| NM_001044294 | Gabarapl1 | GABA(A) receptor-associated protein like 1                   | 1.41  | 0.041 |   |
| NM_001130540 | Ext1      | exostoses (multiple) 1                                       | 1.39  | 0.018 |   |
| NM_013057    | F3        | coagulation factor III (thromboplastin, tissue factor)       | 1.39  | 0.008 | X |
| NM_030829    | Grk5      | G protein-coupled receptor kinase 5                          | 1.36  | 0.033 | X |
| NM_133610    | Kcnh5     | potassium voltage-gated channel, subfamily H (eag-related),  | -1.29 | 0.032 | X |
| NM_001012183 | Cryz      | crystallin, zeta                                             | -1.36 | 0.028 | X |
| NM_139253    | Mcfd2     | multiple coagulation factor deficiency 2                     | -1.38 | 0.026 |   |
| NM_133398    | Mtdh      | metadherin                                                   | -1.46 | 0.046 |   |
| NM_012592    | Ivd       | isovaleryl coenzyme A dehydrogenase                          | -1.47 | 0.049 | X |
| NM_001110860 | Crem      | cAMP responsive element modulator                            | -1.69 | 0.001 |   |
| NM_178091    | Insig2    | insulin induced gene 2                                       | -1.69 | 0.018 |   |
| NM_024355    | Axin2     | axin2                                                        | -1.74 | 0.028 |   |
| NM_013141    | Ppard     | peroxisome proliferator-activated receptor delta             | -1.75 | 0.007 | X |
| NM_012870    | Tnfrsf11b | tumor necrosis factor receptor superfamily, member 11b       | -1.82 | 0.019 |   |
| NM_001108358 | Ln timer  | ligand of numb-protein X 1                                   | -1.84 | 0.003 | X |
| NM_001107753 | Lrrc4c    | leucine rich repeat containing 4C                            | -1.88 | 0.005 | X |
| NM_012567    | Gja1      | gap junction protein, alpha 1                                | -1.91 | 0.007 |   |
| NM_001037200 | Fam82a1   | family with sequence similarity 82, member A1                | -1.95 | 0.048 |   |
| NM_001130548 | Col14a1   | collagen, type XIV, alpha 1                                  | -2.00 | 0.033 |   |
| NM_022249    | Khdrbs3   | KH domain containing, RNA binding, signal transduction assoc | -2.00 | 0.020 | X |
| NM_053019    | Avpr1a    | arginine vasopressin receptor 1A                             | -2.14 | 0.025 |   |
| NM_022521    | Oat       | ornithine aminotransferase (gyrate atrophy)                  | -2.30 | 0.016 |   |
| NM_012880    | Sod3      | superoxide dismutase 3, extracellular                        | -2.46 | 0.048 |   |
| NM_012588    | Igfbp3    | insulin-like growth factor binding protein 3                 | -2.64 | 0.003 |   |
| NM_001014166 | Il33      | interleukin 33                                               | -2.64 | 0.001 |   |
| NM_053882    | Ecm1      | extracellular matrix protein 1                               | -4.92 | 0.000 |   |

Nrf2-regulated transcripts in liver that were significantly regulated in 5 µg Se/g diet rats as compared to Se-adequate rats (0.24 µg Se/g diet). <sup>1</sup>Fold changes determined by analysis of RMA expression data with the Limma package in R software, <sup>2</sup>P-values were adjusted for multiple testing, <sup>3</sup>Genes specifically regulated by Se, determined as Se-regulated genes that did not overlap with genes altered by general toxicity and/or calorie restriction.

# Supplementary material for: Selenium toxicity but not deficient or super-nutritional selenium status vastly alters the transcriptome in rodents
**Source:** BMC Genomics. 2011 Jan 12;12:26. doi: 10.1186/1471-2164-12-26
**Supplement:** Additional file 4 — Supplemental Table S2. Full list of biological processes enriched in genes removed from the original toxic Se data set due to overlap with genes altered by general toxicity and/or calorie restriction.

**Supplemental Table S2.** Biological Processes enriched in genes removed from the Se-specific dataset due to overlap with genes altered by general toxicity and/or calorie restriction

| <b><u>GO CATEGORY - Biological Process</u></b>               | <b><u>Total Genes<sup>1</sup></u></b> | <b><u>Changed Genes<sup>2</sup></u></b> | <b><u>Enrichment</u></b> | <b><u>FDR<sup>3</sup></u></b> |
|--------------------------------------------------------------|---------------------------------------|-----------------------------------------|--------------------------|-------------------------------|
| GO:0001957_intramembranous_ossification                      | 5                                     | 3                                       | 16.47                    | 0.015                         |
| GO:0006878_cellular_copper_ion_homeostasis                   | 8                                     | 3                                       | 10.29                    | 0.047                         |
| GO:0008354_germ_cell_migration                               | 13                                    | 4                                       | 8.45                     | 0.029                         |
| GO:0050819_negative_regulation_of_coagulation                | 24                                    | 6                                       | 6.86                     | 0.008                         |
| GO:0046889_positive_regulation_of_lipid_biosynthetic_process | 24                                    | 5                                       | 5.72                     | 0.035                         |
| GO:0060349_bone_morphogenesis                                | 24                                    | 5                                       | 5.72                     | 0.035                         |
| GO:0050818_regulation_of_coagulation                         | 36                                    | 7                                       | 5.34                     | 0.009                         |
| GO:0033993_response_to_lipid                                 | 39                                    | 7                                       | 4.93                     | 0.012                         |
| GO:0034329_cell_junction_assembly                            | 41                                    | 7                                       | 4.69                     | 0.021                         |
| GO:0031214_biomineral_formation                              | 54                                    | 8                                       | 4.07                     | 0.022                         |
| GO:0034330_cell_junction_organization                        | 55                                    | 8                                       | 3.99                     | 0.023                         |
| GO:0046890_regulation_of_lipid_biosynthetic_process          | 51                                    | 7                                       | 3.77                     | 0.042                         |
| GO:0021537_telencephalon_development                         | 62                                    | 8                                       | 3.54                     | 0.039                         |
| GO:0031960_response_to_corticosteroid_stimulus               | 125                                   | 15                                      | 3.29                     | 0.001                         |
| GO:0009612_response_to_mechanical_stimulus                   | 75                                    | 9                                       | 3.29                     | 0.039                         |
| GO:0048741_skeletal_muscle_fiber_development                 | 76                                    | 9                                       | 3.25                     | 0.037                         |
| GO:0048747_muscle_fiber_development                          | 79                                    | 9                                       | 3.13                     | 0.040                         |
| GO:0043627_response_to_estrogen_stimulus                     | 143                                   | 16                                      | 3.07                     | 0.004                         |
| GO:0048545_response_to_steroid_hormone_stimulus              | 272                                   | 30                                      | 3.03                     | 0.000                         |
| GO:0051384_response_to_glucocorticoid_stimulus               | 118                                   | 13                                      | 3.02                     | 0.012                         |
| GO:0007599_hemostasis                                        | 105                                   | 11                                      | 2.88                     | 0.035                         |
| GO:0001666_response_to_hypoxia                               | 174                                   | 18                                      | 2.84                     | 0.004                         |
| GO:0031589_cell-substrate_adhesion                           | 116                                   | 12                                      | 2.84                     | 0.029                         |
| GO:0060348_bone_development                                  | 171                                   | 17                                      | 2.73                     | 0.008                         |
| GO:0070482_response_to_oxygen_levels                         | 185                                   | 18                                      | 2.67                     | 0.008                         |
| GO:0001503_ossification                                      | 164                                   | 15                                      | 2.51                     | 0.028                         |
| GO:0042060_wound_healing                                     | 208                                   | 19                                      | 2.51                     | 0.009                         |
| GO:0050878_regulation_of_body_fluid_levels                   | 146                                   | 13                                      | 2.44                     | 0.047                         |
| GO:0007584_response_to_nutrient                              | 193                                   | 17                                      | 2.42                     | 0.021                         |
| GO:0001525_angiogenesis                                      | 182                                   | 16                                      | 2.41                     | 0.029                         |
| GO:0016053_organic_acid_biosynthetic_process                 | 161                                   | 14                                      | 2.39                     | 0.041                         |
| GO:0046394_carboxylic_acid_biosynthetic_process              | 161                                   | 14                                      | 2.39                     | 0.041                         |

|                                                                     |     |    |      |       |
|---------------------------------------------------------------------|-----|----|------|-------|
| GO:0001568_blood_vessel_development                                 | 278 | 24 | 2.37 | 0.004 |
| GO:0014706_striated_muscle_tissue_development                       | 174 | 15 | 2.37 | 0.037 |
| GO:0009725_response_to_hormone_stimulus                             | 468 | 40 | 2.35 | 0.000 |
| GO:0001944_vasculature_development                                  | 282 | 24 | 2.34 | 0.005 |
| GO:0022603_regulation_of_anatomical_structure_morphogenesis         | 260 | 22 | 2.32 | 0.009 |
| GO:0048514_blood_vessel_morphogenesis                               | 237 | 20 | 2.32 | 0.012 |
| GO:0006631_fatty_acid_metabolic_process                             | 216 | 18 | 2.29 | 0.028 |
| GO:0035295_tube_development                                         | 206 | 17 | 2.27 | 0.034 |
| GO:0060537_muscle_tissue_development                                | 182 | 15 | 2.26 | 0.048 |
| GO:0009719_response_to_endogenous_stimulus                          | 524 | 42 | 2.20 | 0.000 |
| GO:0016477_cell_migration                                           | 375 | 30 | 2.20 | 0.001 |
| GO:0042493_response_to_drug                                         | 301 | 24 | 2.19 | 0.009 |
| GO:0032787_monocarboxylic_acid_metabolic_process                    | 317 | 25 | 2.17 | 0.010 |
| GO:0007517_muscle_organ_development                                 | 245 | 19 | 2.13 | 0.038 |
| GO:0048870_cell_motility                                            | 403 | 31 | 2.11 | 0.004 |
| GO:0031667_response_to_nutrient_levels                              | 261 | 20 | 2.10 | 0.034 |
| GO:0032989_cellular_component_morphogenesis                         | 423 | 32 | 2.08 | 0.004 |
| GO:0008610_lipid_biosynthetic_process                               | 306 | 23 | 2.06 | 0.023 |
| GO:0000902_cell_morphogenesis                                       | 386 | 29 | 2.06 | 0.008 |
| GO:0009991_response_to_extracellular_stimulus                       | 284 | 21 | 2.03 | 0.038 |
| GO:0008284_positive_regulation_of_cell_proliferation                | 401 | 29 | 1.99 | 0.011 |
| GO:0048646_anatomical_structure_formation_involved_in_morphogenesis | 346 | 25 | 1.98 | 0.023 |
| GO:0006928_cell_motion                                              | 548 | 39 | 1.95 | 0.001 |
| GO:0051674_localization_of_cell                                     | 548 | 39 | 1.95 | 0.001 |
| GO:0009888_tissue_development                                       | 662 | 47 | 1.95 | 0.000 |
| GO:0044255_cellular_lipid_metabolic_process                         | 606 | 43 | 1.95 | 0.001 |
| GO:0009628_response_to_abiotic_stimulus                             | 383 | 27 | 1.94 | 0.023 |
| GO:0010033_response_to_organic_substance                            | 855 | 59 | 1.89 | 0.000 |
| GO:0019752_carboxylic_acid_metabolic_process                        | 538 | 37 | 1.89 | 0.006 |
| GO:0043436_oxoacid_metabolic_process                                | 538 | 37 | 1.89 | 0.006 |
| GO:0006082_organic_acid_metabolic_process                           | 542 | 37 | 1.87 | 0.008 |
| GO:0042180_cellular_ketone_metabolic_process                        | 545 | 37 | 1.86 | 0.007 |
| GO:0007010_cytoskeleton_organization                                | 417 | 28 | 1.84 | 0.033 |
| GO:0040011_locomotion                                               | 487 | 32 | 1.80 | 0.023 |
| GO:0007155_cell_adhesion                                            | 586 | 38 | 1.78 | 0.011 |
| GO:0022610_biological_adhesion                                      | 586 | 38 | 1.78 | 0.011 |
| GO:0042127_regulation_of_cell_proliferation                         | 742 | 48 | 1.78 | 0.004 |

|                                                      |      |     |      |       |
|------------------------------------------------------|------|-----|------|-------|
| GO:0006629_lipid_metabolic_process                   | 695  | 44  | 1.74 | 0.009 |
| GO:0009653_anatomical_structure_morphogenesis        | 1158 | 72  | 1.71 | 0.000 |
| GO:0009605_response_to_external_stimulus             | 929  | 57  | 1.68 | 0.001 |
| GO:0042221_response_to_chemical_stimulus             | 1379 | 83  | 1.65 | 0.000 |
| GO:0032879_regulation_of_localization                | 608  | 36  | 1.63 | 0.047 |
| GO:0009887_organ_morphogenesis                       | 735  | 43  | 1.61 | 0.032 |
| GO:0048869_cellular_developmental_process            | 1545 | 89  | 1.58 | 0.000 |
| GO:0008283_cell_proliferation                        | 1007 | 58  | 1.58 | 0.010 |
| GO:0048513_organ_development                         | 1633 | 92  | 1.55 | 0.000 |
| GO:0030154_cell_differentiation                      | 1480 | 83  | 1.54 | 0.001 |
| GO:0048856_anatomical_structure_development          | 2224 | 121 | 1.49 | 0.000 |
| GO:0048731_system_development                        | 2107 | 113 | 1.47 | 0.000 |
| GO:0050793_regulation_of_developmental_process       | 1181 | 63  | 1.46 | 0.030 |
| GO:0048523_negative_regulation_of_cellular_process   | 1366 | 72  | 1.45 | 0.018 |
| GO:0048519_negative_regulation_of_biological_process | 1500 | 79  | 1.45 | 0.010 |
| GO:0007275_multicellular_organismal_development      | 2439 | 125 | 1.41 | 0.000 |
| GO:0006950_response_to_stress                        | 1467 | 75  | 1.40 | 0.029 |
| GO:0032502_developmental_process                     | 2955 | 149 | 1.38 | 0.000 |
| GO:0050896_response_to_stimulus                      | 2589 | 121 | 1.28 | 0.023 |
| GO:0032501_multicellular_organismal_process          | 3222 | 149 | 1.27 | 0.008 |
| GO:0065007_biological_regulation                     | 5146 | 214 | 1.14 | 0.038 |

<sup>1</sup> Number of genes involved in this process in the set of all genes on the Rat Genome 230 2.0 Array

<sup>2</sup> Number of genes involved in this process in the set of overlapping genes (genes in the original 1193-transcript dataset that overlapped with genes altered by general toxicity and/or calorie restriction)

<sup>3</sup> False Discovery Rate - ratio of the number of times the overlapping genes data gave  $P < 0.05$  compared to a random set of data

How the deposited data were processed for this re-analysis (not part of the article)

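The deposited values are log2 expression values per probe set. According to the submitters' processing notes, the authors made them from the array scans with GCRMA, for which no version is given, while the paper's methods name RMA from the affy package. The values of 36 arrays were used as deposited, 18 from mouse liver and kidney and 18 from rat liver, and 0 of the per-sample columns were left unused. They were not normalized again, except as an alternative. Array controls (64 probe sets in the mouse and 57 in the rat) were left out of the tests and used only to describe the arrays. No filter on signal was applied. The assignment of the rat diets to studies 1 and 2 follows the paper's text.

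The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for figures. Each adjusted p comes from limma (lmFit with 1 coefficient per diet, eBayes with its defaults), with the Benjamini-Hochberg adjustment over all probe sets that are not controls, and 0.05 was the threshold. The 9 arrays of each mouse tissue, the 12 arrays of rat study 2 and the 6 arrays of rat study 1 were each fitted on their own. Comparisons between the rat studies used the 18 rat arrays in one fit, and the comparison of the response in liver with that in kidney used the 18 mouse arrays. With 3 arrays against 3 the smallest exact p is 0.10, and 10% of probe sets have no overlap between the groups by chance.

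Genes were named by a rule written before the data were examined. It takes the genes the paper names, the 15 largest rises and 10 largest falls among called genes without overlap at 5 μg Se/g, in other comparisons the called genes up to the 15 with the smallest p, and 2 to 4 list members with the smallest p. Values in the paper's tables had been seen by then, and further list members are given as members of lists fixed beforehand. For a gene with several probe sets, the one with the highest mean over the arrays of the fit stands for it. Symbols come from the platform annotation.

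There were 41 gene lists, written from general knowledge before the data were examined, except the 2 that the study itself chose, its Nrf2 targets and its glucose, insulin and glycoprotein genes. The lists given in the text include selenoproteins, textbook Nrf2 targets, collagens, other matrix genes, the actin cytoskeleton and endothelium. A list was tested with camera on 1 probe set per gene, at the preset correlation of 0.01 and with an estimated correlation, and adjusted over the lists of a comparison. Counts adjusted over the list alone use the Benjamini-Hochberg adjustment within the list.

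The replicate numbers of the labels could mark pairs of arrays. The residuals of arrays with the same number correlated across probe sets with r of 0.462, 0.105 and 0.319 between Se-deficient and Se-adequate mouse liver, each above the limit of 0.1 set beforehand, although for number 2 an array with another number was more alike. A fit with the replicate number as a block is therefore given beside that comparison. In the other comparisons of diets at least 1 number lay below the limit. Between liver and kidney arrays of the same diet and number, which could come from the same mouse, r was 0.212 to 0.249 at 0.05 and 0.116 to 0.241 at 0.2 μg Se/g, and −0.114 to 0.031 in Se deficiency, below the limit. The comparison of the tissues is fitted without this block, and with it as an alternative.

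The alternatives fixed before the data were examined were only the 2 groups in the fit, all arrays of a species in one fit, limma with trend and robust, limma array weights, probe sets with a mean below the median left out, quantile normalization of the deposited values, a replicate block, and leaving out each array in turn. Fits without replicates 1 and 2 at 2 μg Se/g, and with the mean level of the Lys and Phe controls as a covariate, were added after the values were seen. For each comparison the arrays were also split in the other possible ways, 10 for 3 against 3 and 100 drawn at random for larger designs.

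The fits were tested on simulated data with the residual spread of the real arrays and changes of log2 0.5, 1 and 2 built in. In Se-deficient mouse liver 49.3%, 91.0% and 98.5% of these were found, with 13 false calls among 172. In mouse kidney 46.3% and 86.6% of the 2 smaller changes were found, with 161 calls. The real comparisons gave 10 calls in liver and 3 in kidney, and more calls ease the Benjamini-Hochberg cutoff. The shares found are therefore likely too high for the real comparisons. Among 200 simulated lists of 30 genes without a shift, 3.5% passed camera at the preset correlation and 2% with an estimated correlation, and 50 lists shifted by 0.5 were found in 100% of cases.

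Liver Se concentrations, enzyme activities, qRT-PCR values, the comparison with calorie restriction and the gene ontology analysis were not analysed here.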

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

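The test of RNA degradation for the arrays at 2 μg Se/g was chosen only after the result was seen.

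The response of Cbr3 to Se deficiency differed between mouse tissues, being larger in liver than in kidney by a log2 of 2.73 (limma interaction term, adjusted p = 1.5e-05, n = 3 per group).

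Genes of the circadian clock, which the paper does not discuss, moved both ways at 5 μg Se/g against the rats fed 0.24 μg Se/g, with 4 of 17 higher and 1 lower past the threshold.

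In rat study 2 the bacterial transcripts Lys and Phe, added to the RNA before labelling and not reported by the paper, had mean log2 levels of 6.24 and 6.71 in replicates 1 and 2 at 2 μg Se/g, against 7.18 on average in the other 10 arrays. These are the 2 arrays that stand apart from replicate 3 of their group. The 3 rats had the same diet, so the assigned diet gives no reason for a difference among them. Other differences between the rats were not tested. Degraded RNA is argued against, because the 3' minus 5' difference of the actin and GAPDH controls was 0.853 in replicates 1 and 2, inside the range of 0.756 to 0.990 of the other 10 arrays. Whether the source is a difference at the labelling step that also runs through the 9 arrays of the other diets cannot be told, as within diets their score along the difference of replicates 1 and 2 from replicate 3 had a correlation with the spike-ins of r = −0.113, with a range of 1 SE of −0.479 to 0.286 that is too wide to exclude one (exact permutation p = 0.546, rho = −0.20, exact permutation p = 0.593, r without the 2 farthest arrays −0.214). A labelling difference confined to the 2 arrays was not tested, and it stays open, as does a difference between the rats themselves.

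The same spike-ins averaged 10.32 in the 6 arrays of rat study 1, so the 2 rat studies differ at the labelling step or in the amount added.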

How the results depend on the processing

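Fits without replicates 1 and 2 at 2 μg Se/g and with the Lys and Phe spike-ins as a covariate were chosen only after the values were seen. Of the values of named genes under the alternatives run, 1832 kept their direction and their side of the threshold, 90 passed it only there, 104 lost it and 16 reversed. Of the list tests 683 kept both, 9 passed, 44 lost the call and 2 reversed. Of the counts and shares 182 stayed within their limits and 85 moved. Except where stated below, the cause was not tested. The alternative scale for linear values was not run, as the values are log2. Outliers could not be tested in groups of 3.

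With only the 2 groups in the fit, which leaves fewer arrays to estimate the spread, the number of probe sets called was 1 in Se-deficient mouse kidney, 10 in Se-deficient rat liver, 0 at 2 μg Se/g and 0 at 0.08 against 0.24 μg Se/g. With all arrays of the species in one fit it was 22 in Se-deficient mouse liver, 5 in mouse kidney, 6 in Se-deficient rat liver and 6 at 2 μg Se/g. Limma with trend and robust, and probe sets with a mean below the median left out, each gave 2 in Se-deficient rat liver.

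With array weights the counts were 22 in Se-deficient mouse liver, 6 in mouse kidney, 22 in Se-deficient rat liver, 13048 at 2, 3184 at 5, 1173 at 0.8 and 495 at 0.08 μg Se/g, 5810 at 5 μg Se/g against the other diets and 5 for the difference between mouse tissues. In the fits of rat study 2 and of all 18 rat arrays the estimate of the weights stopped before it settled. It gave replicate 2 at 2 μg Se/g a weight of 153.8 in rat study 2, so these rat counts rest on few arrays. With a replicate block they were 16 in Se-deficient mouse liver, 7 at 0.8 against 0.24 μg Se/g, 0 at 0.08 against 0.24 μg Se/g and 2 for the difference between mouse tissues. In Se-deficient mouse liver, where the pairing passed its limit, the block ended the call of 0 named genes and added 3 (Cbr1, Nqo1 and Txnrd1). The residuals of arrays with the same number correlated with r of −0.03 to 0.394 in mouse liver at 0.05 μg Se/g, 0.09 to 0.276 and 0.03 to 0.384 in Se-deficient and 0.05 μg Se/g kidney, 0.05 to 0.304 in Se-deficient rat liver, −0.03 to 0.273 at 2, 0.02 to 0.125 at 5 and −0.14 to 0.110 at 0.8 against 0.08 μg Se/g.

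Without replicates 1 and 2 at 2 μg Se/g, 4 probe sets were called in Se-deficient rat liver, 2 at 2 μg Se/g and 1382 at 5 μg Se/g, and 147 lay beyond the 2-fold lines at 2 μg Se/g. The gap between them and replicate 3 then no longer enters the shared estimate of the spread, and the 1 array left at 2 μg Se/g is assumed to vary like those of the other groups, at a loss of power there. With the spike-ins as a covariate 7, 5 and 1445 were called. With Se-deficient rats as the base, 60.6% of probe sets called at 5 moved the same way at 2 μg Se/g, and 97.7% of those called at 0.8 moved the same way at 0.08 μg Se/g. The regression on dietary Se predicted 69.2% with untransformed Se and 47.9% without replicates 1 and 2.

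Leaving out 1 array of the groups compared at a time gave 6 to 21 calls in Se-deficient mouse liver (6 without replicate 2 and 21 without replicate 1 at 0.2 μg Se/g), 2 to 4 in Se-deficient kidney, and 1 to 2 for the difference between tissues (2 without liver replicate 1 at 0.2 μg Se/g). In Se-deficient rat liver it gave 1 to 3 (3 without its replicate 1), and at 2 μg Se/g 1 to 5800 (2 without replicate 1, 5800 without replicate 3). For 5 μg Se/g it gave 351 to 1065, with 435, 467 and 461 without replicates 1, 2 and 3 at 0.24 μg Se/g and 351 and 389 without replicates 1 and 2 at 5 μg Se/g. Against the other diets it gave 539 to 3110, with 539 and 584 without replicates 1 and 2 at 5 and 3110 without replicate 3 at 2 μg Se/g. For 0.8 against 0.08 μg Se/g it gave 0 to 39, with 1 and 39 without replicates 2 and 3 at 0.08 and 2 and 1 without replicates 2 and 3 at 0.8 μg Se/g. For 0.8 against 0.24 μg Se/g it gave 2 to 4, with 4, 2 and 2 without replicates 1, 2 and 3 at 0.24 and 3, 3 and 2 without those at 0.8 μg Se/g. For 0.08 against 0.24 μg Se/g it gave 0 to 4, with 0 and 4 without replicates 1 and 2 at 0.08 and 0 without each replicate at 0.24 μg Se/g. Fewer arrays lower the power of these fits.

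Beyond the 2-fold lines, leaving out 1 array of the groups compared gave 23 to 40 in Se-deficient mouse liver (30 without its replicate 2, 40 without replicate 1 at 0.2 μg Se/g). In mouse liver at 0.05 μg Se/g it gave 9 to 31 (31 without its replicate 1 or 2, 24 and 20 without replicates 1 and 3 at 0.2 μg Se/g). In Se-deficient kidney it gave 16 to 32 (23 and 20 without its replicates 2 and 3, 23 and 32 without those at 0.2 μg Se/g). In kidney at 0.05 μg Se/g it gave 5 to 44 (24, 44 and 5 without its replicates 1, 2 and 3, and 13, 14 and 28 without those at 0.2 μg Se/g). In rat liver it gave 47 to 461 at 2 μg Se/g (91 and 461 without its replicates 2 and 3, 117 without replicate 2 at 0.24 μg Se/g). For 0.8 against 0.08 μg Se/g it gave 69 to 121 (121 without replicate 3 at 0.08 μg Se/g). For 0.8 against 0.24 μg Se/g it gave 140 to 196 (177 and 196 without replicates 1 and 2 at 0.24 μg Se/g). Means of 2 arrays scatter more than means of 3. The share of probe sets moving the same way at 2 and 5 μg Se/g was 64.2% to 87.8%.

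The genes that reversed were near 0 and not called. Without replicate 1 at 0.2 μg Se/g, mouse liver at 0.05 μg Se/g had Abcc4 at 0.019 (−0.32 to 0.019 over the arrays left out), Cbr1 at 0.022 (−0.20 to 0.022) and Nqo1 at 0.0021 (−0.22 to 0.0021), and array weights gave Cbr1 0.041. At 2 μg Se/g Star was at −0.0043 with array weights, −0.031 without replicates 1 and 2, and −0.046 to 0.057 with 1 array left out (−0.046 without replicate 3 at 0.24, −0.0087 without replicate 2 at 2 μg Se/g). St3gal2 was at 0.019 at 2 μg Se/g without replicate 3 at 0.24 μg Se/g (−0.16 to 0.019). With 5 μg Se/g St3gal2 was at 0.043 with array weights and −0.11 to 0.068 with 1 array left out (0.0052 and 0.068 without replicates 1 and 3 at 0.24, 0.065 without replicate 3 at 5 μg Se/g). At 0.8 against 0.24 μg Se/g Hnf4a was at 0.0067 with array weights and 0.038 with a replicate block, and Lasp1 at 0.039 without replicate 2 at 0.24 μg Se/g (−0.16 to 0.039). Without replicates 1 and 2 at 2 μg Se/g, 2 lists turned lower there, selenium metabolism (adjusted p = 0.0329) and lipogenesis (adjusted p = 7.3e-08), and both had an adjusted p of 0.246 with an estimated correlation.

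Signal over background limits these arrays. Probe sets near the lowest values, such as the level of 3.54 for Il6 in rats fed 0.24 μg Se/g, can hide changes that are present.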

Differences from the paper's values

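The fold changes of the paper's Tables 1 to 3 were compared for 36 values, of which 3 differ, and its adjusted p for 36, of which 18 differ. Of 95 fold changes of the paper's list of Nrf2 targets 8 differ, and of 10 counts 4 differ. The thresholds are those of the paper. The alternatives are those set before the data were examined, except where stated. With all arrays of a species in one fit 20 of the 36 adjusted p differ. That fit closes gaps in the rat, and those it opens are all in the mouse.

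In Se-deficient rat liver the adjusted p was 0.128 here and 0.01 in the paper for Ugt2b7 (the paper's LOC286989), 0.242 and the paper's 0.07 for Abcc3, 0.339 and the paper's 0.07 for Arsb, and 0.339 and the paper's 0.16 for Nqo1. For selenoproteins it was 0.128 and the paper's 0.03 for Txnrd3, 0.242 and the paper's 0.06 for Txnrd2, and 0.406 and the paper's 0.07 for Selenok. With all 18 rat arrays in one fit these became 0.0109, 0.0663, 0.0663, 0.158, 0.0299, 0.0617 and 0.0663, which closes each of the 7 gaps. Array weights also closed those of Ugt2b7, Abcc3 and Arsb, and the fit of the 2 groups that of Abcc3; none of the other alternatives closed any of the 7. The adjusted p of Selenoh was 0.0555, where the paper gives it as below 0.001, the paper's bound. The fits of the 2 groups, of all rat arrays (0.000868) and with array weights closed this gap, and the other alternatives did not. Genes higher numbered 0 against the paper's 2, and genes lower 1 against the paper's 4. The fit of all rat arrays gave 2 and 4, and the fit of the 2 groups also closed both gaps, and the other alternatives set beforehand did not.

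At 2 μg Se/g the adjusted p was 0.000449 for Rgs4 and 0.005 in the paper, 0.155 and the paper's 0.02 for Ccdc80, 0.105 and the paper's 0.02 for Oxct1, and 0.105 and the paper's 0.02 for Cirbp. It was 0.321 here for Tsku, Hsph1 and Timp3, where the paper gives 0.13 for each. With all 18 rat arrays in one fit the values were 0.00457, 0.0203, 0.0213, 0.0203, 0.129 and 0.142 in this order up to Hsph1, which closes these 6 gaps. For Rgs4, leaving out an array closed it in 3 cases. For Timp3 that fit gave 0.214, and leaving out 1 of the arrays closed the gap once. The fold change of Timp3 was 1.49 against the paper's 1.68, another probe set had 1.71, and leaving out 1 of the arrays closed the gap. The count was 1 against the paper's 6, and 6 in the fit of all rat arrays, the 1 alternative set beforehand that closed it. The spike-ins as a covariate, chosen after the values were seen, gave 5, also within the limit.

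The fold change of Selenok in Se-deficient mouse liver was −1.98 against the paper's −2.14, and its adjusted p 0.00306 against the paper's 0.0012. Another probe set had −2.17 and 0.00116. Quantile normalization closed the gap in the fold, as did leaving out an array in 3 cases, and no alternative closed that in p. For Txnrd2 in mouse liver the adjusted p was 0.0568 against the paper's 0.0091, another probe set had 0.00903, and no alternative closed the gap. The fold change of Selenot in Se-deficient rat liver was −1.50 against the paper's −1.60, and its adjusted p 0.999 against the paper's 0.005. Another probe set had −1.61 and 0.0572. Leaving out an array closed the gap in the fold in 3 cases, and no alternative closed that in p.

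Between 0.8 and 0.24 μg Se/g 44 probe sets were called against the paper's 84. Leaving out the probe sets with a mean below the median gave 66, within the limit, and the other alternatives did not close the gap.

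In the paper's list of Nrf2 targets at 5 μg Se/g the fold change was −1.01 against the paper's 1.99 for St3gal2 and −1.10 against the paper's 1.85 for Bmp6. It was 1.57 against the paper's 1.96 for Ncoa7, 1.46 against the paper's 1.89 for Dap, 1.21 against the paper's 1.77 for Sspn and 1.34 against the paper's 1.53 for Fnbp1. It was 1.07 against the paper's −1.46 for Mtdh and −1.52 against the paper's −1.69 for Insig2. Other probe sets of the same genes had 1.98 for St3gal2, 1.86 for Bmp6, 1.97 for Ncoa7, 1.77 for Sspn, 1.53 for Fnbp1, −1.46 for Mtdh and −1.69 for Insig2, and Dap has no other. Array weights closed the gap for Fnbp1, leaving out an array closed it for Fnbp1 in 3 cases and for Ncoa7 and Insig2 in 1 case each, and no alternative did for the other 5.

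The number of probe sets called at 5 μg Se/g, 875, differs from the paper's 1193 by less than 1.5 times, and the fit of all 18 rat arrays gave 1193. The paper counts Col4a5 among the regulated collagens, while its adjusted p was 0.053 here; it was called in the fit of all rat arrays, among others.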

Other observations

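The tests of a lower share of hepatocytes, of the labelling difference and of food intake for rats at 5 μg Se/g were chosen only after the result was seen, as were the alternative without replicates 1 and 2 at 2 μg Se/g and the members named from lists.

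Clock genes moved both ways at 5 μg Se/g. Nr1d1, a repressor of the clock, rose from a log2 level of 4.98 ± 0.24 to 8.13 ± 1.18 (SD, n = 3), a log2 change of 3.16 (SE 0.60, adjusted p = 0.017), and it was not called without any 1 of the replicates at 0.24 or without replicate 1 at 5 μg Se/g (adjusted p from 0.055 to 0.085). Nr1d2 rose by 1.96 (SE 0.33, adjusted p = 0.0092), Per3 by 1.75 (SE 0.33, adjusted p = 0.016) and Bhlhe41 by 1.21 (SE 0.14, adjusted p = 0.0017). Hlf fell by 0.50 (SE 0.11, adjusted p = 0.029), and Cry1 had a log2 change of −1.77 (SE 0.46, adjusted p = 0.071). Over the list alone 6 of 17 were higher and 4 lower, and the median was −0.02.

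Of 29 genes of the acute phase and inflammation 4 rose at 5 μg Se/g and 0 fell (5 and 0 over the list alone), with a median of 0.17. Camera gave an adjusted p of 0.0012 at the preset correlation and 0.30 with an estimated correlation, so the call on this list is lost. Ccl2, which draws monocytes, rose by 1.71 (SE 0.37, adjusted p = 0.030), Vcam1 by 1.47 (SE 0.29, adjusted p = 0.020), Lbp by 1.29 (SE 0.23, adjusted p = 0.012) and Tnfaip3, a brake on NF-κB, by 1.10 (SE 0.25, adjusted p = 0.036). Fibrinogen and haptoglobin were level, with log2 changes of 0.01 for Fga and 0.08 for Hp. Of 14 genes of the growth hormone and IGF axis 2 rose and 1 fell, and the list did not pass camera (adjusted p = 0.66 at the preset correlation). Igfbp2 rose by 1.73 (SE 0.27, adjusted p = 0.0064), and Igfals, which stabilizes circulating IGF, fell by 0.80 (SE 0.19, adjusted p = 0.048). Mt2A, a metallothionein, rose by 2.42 (SE 0.54, adjusted p = 0.035). Mdm2, a target of p53, rose by 0.58, and Hspa1a rose by 1.51. The Kupffer cell receptor Clec4f fell by 1.78.

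The 44 probe sets that differed between 0.8 and 0.24 μg Se/g come from 2 studies. A difference between the studies may explain them, since 100% moved the same way when 0.08 μg Se/g was set against the mean of Se-deficient and 2 μg Se/g rats, where 60.8% of all probe sets did. The 3' minus 5' difference of the actin and GAPDH controls was 0.985 to 1.107 in rat study 1 and 0.756 to 0.990 in rat study 2. Whether RNA quality bears on these probe sets was not tested. A response to 0.8 μg Se/g cannot be told apart from a difference between the studies, because the median difference of 0.8 from 0.08 μg Se/g was 24.6% of that from 0.24 μg Se/g, and 17.2% to 31.7% with 1 array left out. The same rats at 0.8 μg Se/g chose the probe sets and enter that difference.

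Lists of endothelium, matrix and cytoskeleton genes were higher at 5 μg Se/g at the preset correlation. With an estimated correlation the adjusted p was 0.057 for endothelium, so that call is lost, 0.035 for matrix and 0.039 for actin. These became 0.15, 0.11 and 0.075 without replicates 1 and 2 at 2 μg Se/g, so the calls on matrix and actin are lost there. A lower share of hepatocytes would raise every other cell type alike. Of 18 markers of stellate cells and myofibroblasts 5 fell (Ecm1, Angptl6, Colec11, Reln and Lrat), while 4 rose. A lower share alone would not give these falls. The list mixes 2 kinds of cells, and its markers may change within the cells, so it cannot exclude a lower share, which stays open. The call of Lrat is lost with a replicate block and with only the 2 groups in the fit. The labelling difference of the arrays at 2 μg Se/g is argued against, as 2 of the 3 arrays at 5 μg Se/g had spike-in levels within the range of the 6 arrays at 0.24 μg Se/g and in Se deficiency. Lower food intake gets no support from the list of fasting and gluconeogenesis genes, which it would raise and which did not pass its test (adjusted p = 0.852 with an estimated correlation). It stays open, as 1 of the 24 members, Oxct1, rose where exclusion required 0, and food intake itself was not used here. The paper also reports reduced growth at 5 μg Se/g and an overlap of its transcripts with those changed by calorie restriction, which was not analysed here. A change in vessel and matrix cells under toxic Se, as a candidate explanation, remains a hypothesis found and tested in the same rats.

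Chance can be excluded for rats at 5 μg Se/g against the other 3 diets of rat study 2, where 1452 probe sets were called, at most 3 in the other splits, and 1 of 100 splits was as large. It cannot be excluded for the number of probe sets whose response differs between mouse liver and kidney, where 1 was called, at most 7 in other splits, and 22 of 100 were as large. This concerns the count and not the size of the difference of Cbr3. For 3 against 3 the 10 splits are too few. There the real count and the highest other were 10 and 1 in Se-deficient mouse liver, 3 and 1 in kidney, 0 and 0 in mouse liver and 0 and 2 in kidney at 0.05 μg Se/g. In rat liver they were 1 and 1 in Se deficiency, 1 and 1 at 2 μg Se/g and 875 and 0 at 5 μg Se/g. Across the studies they were 44 and 0 at 0.8 and 1 and 0 at 0.08 μg Se/g, and between 0.8 and 0.08 μg Se/g they were 0 and 2.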
